# Comparative multi-omic analyses of cardiac mitochondrial stress in three mouse models of frataxin deficiency

**DOI:** 10.1242/dmm.050114

**Published:** 2023-10-09

**Authors:** Nicole M. Sayles, Jill S. Napierala, Josef Anrather, Nadège Diedhiou, Jixue Li, Marek Napierala, Hélène Puccio, Giovanni Manfredi

**Keywords:** Friedreich ataxia, Cardiomyopathy, Integrated stress response, Mitochondria, Frataxin, Mouse model

## Abstract

Cardiomyopathy is often fatal in Friedreich ataxia (FA). However, FA hearts maintain adequate function until advanced disease stages, suggesting initial adaptation to the loss of frataxin (FXN). Conditional cardiac knockout mouse models of FXN show transcriptional and metabolic profiles of the mitochondrial integrated stress response (ISR^mt^), which could play an adaptive role. However, the ISR^mt^ has not been investigated in models with disease-relevant, partial decrease in FXN. We characterized the heart transcriptomes and metabolomes of three mouse models with varying degrees of FXN depletion: YG8-800, KIKO-700 and FXN^G127V^. Few metabolites were changed in YG8-800 mice, which did not provide a signature of cardiomyopathy or ISR^mt^; several metabolites were altered in FXN^G127V^ and KIKO-700 hearts. Transcriptional changes were found in all models, but differentially expressed genes consistent with cardiomyopathy and ISR^mt^ were only identified in FXN^G127V^ hearts. However, these changes were surprisingly mild even at advanced age (18 months), despite a severe decrease in FXN levels to 1% of those of wild type. These findings indicate that the mouse heart has low reliance on FXN, highlighting the difficulty in modeling genetically relevant FA cardiomyopathy.

## INTRODUCTION

Heart disease in Friedreich ataxia (FA), a genetic neurodegenerative disease caused by decreased levels of frataxin (FXN) protein, is the leading cause of mortality (Payne, 2022; Tsou et al., 2011). FXN deficiency is due to a trinucleotide repeat expansion (GAA) within the first intron of the *FXN* gene (Campuzano et al., 1996). In 4% of cases, FA is associated with compound heterozygosity, with one expanded allele and one allele harboring a point mutation or a deletion. Interestingly, a G130V substitution has been associated with forms of FA with milder clinical presentation and slower progression (Bidichandani et al., 1997; Galea et al., 2016). FXN is a mitochondrial protein regulating the biogenesis of iron-sulfur (Fe-S) clusters, important co-factors of enzymes involved in many essential biological functions, including the mitochondrial respiratory chain, heme and lipoid acid biosynthesis, iron metabolism and DNA repair (Maio et al., 2020). FXN deficiency leads to impaired Fe-S biogenesis, leading to mitochondrial dysfunction, iron metabolism dysregulation, increased oxidative stress and, eventually, cellular dysfunction and death (Chandran et al., 2017; Puccio et al., 2001).

Approximately 60% of FA patients develop a left ventricular (LV) hypertrophic cardiomyopathy (HCM), often concentric in nature and non-obstructive. FA patients with cardiomyopathy display impaired myocardial perfusion reserve index associated with microvascular alterations and significant cardiac fibrosis (Raman et al., 2011). As the disease progresses, LV wall thinning leads to dilated cardiomyopathy, and arrhythmias are also common and can contribute to mortality (Lees et al., 2022). The hypertrophy is associated with troponin leak, suggesting ongoing injury and damage. The energy production is abnormal, with 40% decrease in cardiac creatine phosphate/adenosine triphosphate (ATP) levels in FA patients compared to those in controls (Lodi et al., 2001). At the histological level, the FA heart presents with fiber hypertrophy associated with mitochondrial proliferation, lipid droplet accumulation, iron deposit, fiber necrosis, fibrosis and inflammatory infiltration (Koeppen, 2011).

Typically, death from cardiomyopathy in FA occurs in the third or fourth decade of life. Surprisingly, the FA heart often maintains adequate systolic function until shortly before death, even though the underlying causes of tissue degeneration – oxidative phosphorylation (OXPHOS) dysfunction, impaired iron homeostasis and oxidative stress – are likely to be present early on, possibly even during development (Palau, 2001). This suggests that the FA heart can adapt, at least initially, to the OXPHOS defects caused by the loss of FXN. This adaptation likely involves metabolic rewiring to allow the utilization of alternative energy sources, which do not depend on OXPHOS.

The normal heart relies heavily on fatty acids as the main energy source (Lopaschuk et al., 2010). However, the enzymatic steps required to generate ATP from fatty acids are defective in FA, owing to Fe-S cluster deficiency (Rotig et al., 1997). Therefore, the FA heart shifts its metabolism towards aerobic glycolysis (Payne and Wagner, 2012). This process is bioenergetically less efficient than mitochondrial OXPHOS, but it can be tolerated if enough glucose is available for glycolysis. Furthermore, there is accumulation of unutilized lipids in cardiomyocytes as well as a build-up of oxidative stress, presumably initiated in mitochondria (Chandran et al., 2017). This complex metabolic adaptation occurring in the FA heart recapitulates the main metabolic features of a process that has been well characterized in mitochondrial diseases, defined as the mitochondrial integrated stress response (ISR^mt^) (Dogan et al., 2014; Forsstrom et al., 2019; Kaspar et al., 2021; Khan et al., 2017; Kuhl et al., 2017; Nikkanen et al., 2016; Sayles et al., 2022).

The ISR^mt^ can occur as a result of protein misfolding in mitochondria (Narayana Rao et al., 2022). It induces activating transcription factor (ATF)4 and ATF5, which downregulate the transcription of many genes, while upregulating the expression of genes involved in proteostasis. The ISR^mt^ also involves a profound rewiring of cellular metabolism, including upregulation of serine one-carbon (1C) metabolism for glutathione production (Mehrmohamadi et al., 2014; Nikkanen et al., 2016). Furthermore, the ISR^mt^ stimulates the production of myokines, such as GDF15 and FGF21, which are secreted into the blood stream and signal to the liver and the adipose tissue to activate gluconeogenesis and fatty acid mobilization (Boenzi and Diodato, 2018).

There is evidence that ISR^mt^ activation occurs in the hearts of mouse models of *Fxn* genetic ablation. In a heart-specific mouse model with conditional knockout (cKO) of *Fxn*, there was elevation of ATF4 accompanied by suppression of protein synthesis, elevation of chaperones and proteases, and upregulation of serine-1C metabolism (Huang et al., 2013). Furthermore, serine-1C metabolism rewiring and FGF21 upregulation were described in the heart of a mouse model with inducible silencing of *Fxn* (Vasquez-Trincado et al., 2021). However, these studies examined mouse models that do not fully reflect the physiology of FA in humans, because the complete genetic ablation of *Fxn* in the heart or the acute postnatal silencing of *Fxn* differ from the situation in the human heart, in which very low levels of FXN are present since embryonic development. Therefore, to assess the effects of heart FXN deficiency in more physiological model systems, we investigated three independent mouse models with varying degrees of constitutive low levels of FXN using an integrated multi-omic approach. We studied a mouse harboring a human GAA expanded (800 GAA repeats) *Fxn* transgene in a mouse *Fxn* knockout (KO) background (YG8-800), a mouse containing an intron 1 GAA expansion (700 repeats) in the endogenous *Fxn* gene with genetic ablation of the other allele (KIKO-700), and a mouse with a homozygous knock-in (KI) *Fxn* missense mutation resulting in a G127V amino acid substitution, the mouse equivalent of the human G130V variant (FXN^G127V^) (Bidichandani et al., 1997; Galea et al., 2016). This approach allows the comparison of different models of FXN depletion with distinct genetic underpinnings.

## RESULTS

### Gene expression profiles indicate mitochondrial and cardiac stress in the YG8-800 mouse

To investigate whether heart ISR^mt^ and related metabolic rewiring occur in a mouse model of partial FXN deficiency, we performed unbiased metabolomic and transcriptomic analyses in the heart of a humanized FA model, the Tg(FXN)YG8Pook/800J (YG8-800) mouse from The Jackson Laboratory. YG8-800 transgenic mice are homozygous for a *Fxn* constitutive null allele (exon 2 deletion) and hemizygous for a human *FXN* transgene, which contains >800 GAA repeats in intron 1. Recently, the heart of this mouse model was characterized, and, by enzyme-linked immunosorbent assay (ELISA), the levels of cardiac human FXN were estimated to be ∼5% of those of a control mouse expressing human *FXN* with only nine GAA repeats (Gerard et al., 2023). Cardiac involvement included increased heart-to-body weight ratio and moderately reduced ejection fraction at 6 months of age. At this time, the cardiac phenotype was defined as being at an early stage of progression. Thus, we opted to investigate the metabolomic and transcriptomic profiles of hearts from YG8-800 mice and littermate controls [wild type (WT)], expressing normal levels of mouse FXN and no human FXN, at 18 months of age, expecting that cardiac alterations would be more severe in the aging mouse. 

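Heart RNA of 4 mice labelled WT and 4 mice labelled as the line of the paper's Fig. 1, called YG8 below and not the paper's YG8sR, was read from the 3′ ends of transcripts in Lexogen QuantSeq FWD libraries. Genes of mitochondrial DNA were assigned 28.9% to 44.6% of the counts of a library. The 4 genes with Gm names that held the most counts took another 15.1% to 21.2%. Whether those reads come from mitochondrial DNA was not tested. The labels give that line its longer name, for which YG8 stands here. The groups are called by their labels, and each direction is that of the libraries labelled YG8 relative to those labelled WT. Whether the labels stand for the genotypes is not settled here. The paper's figures, read by eye, mark directions in YG8 hearts, and all 66 such genes tested here had the opposite sign as labelled. The authors deposited whole-number counts per Ensembl gene, with 1 library per file and no normalization. The paper's methods name ShortRead, Rsubread and featureCounts, whereas the processing notes kept with the files name STAR and HTSeq, both on GRCm38. The paper gives the age of the mice as 18 months and the labels give 180 days after birth. Total counts ranged from 5226233 to 10572032 (median 7967959) in the libraries labelled WT and from 7142416 to 11650840 (median 9519565) in those labelled YG8. From the counts, low genes were removed with edgeR's filterByExpr, which left 11875 genes. The remaining genes were compared by label, and p-values were adjusted by Benjamini and Hochberg's method. Gene lists fixed before the data were examined were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The scaling, the filter and the tool are the choices that could change these numbers. Scaling by library size alone moved the median log2 fold change of all genes to −0.21, and list directions that turn with it are named where they are given. A covariate of *Xist*, an RNA of female cells, and the removal of WT 2 and WT 3 together are settings chosen after seeing the data.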

By ELISA, we found that the YG8-800 mice expressed lower levels of FXN (21±4 ng/mg protein) compared to endogenous mouse levels in the WT littermate controls (208±16 ng/mg protein) (Fig. S1A). Because no differences were reported between males and females (Gerard et al., 2023), we utilized only males for these studies.

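*Xist*, the RNA that coats the inactive X chromosome of females, was counted at high levels in 5 of the 8 libraries. It stood at 46.2, 41.3 and 37.6 CPM in the libraries labelled WT 1, WT 2 and WT 4. In the libraries labelled YG8 1 and YG8 3 it stood at 51.5 and 48.6 CPM. The 3 KIKO-700 female libraries held 33.5 to 40.1 CPM of *Xist* and the 3 KIKO-700 male libraries held 0.752 to 1.39 CPM. The Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty* together reached 59.5 CPM in WT 3, 87.9 CPM in YG8 2 and 56.9 CPM in YG8 4. In those 3 libraries *Xist* was between 0 and 0.325 CPM. In the other 5 the Y-linked sum was between 0 and 0.479 CPM, so none of the 8 libraries held both at the levels of their sex. The labels give no sex for these libraries.

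**Figure D1:**
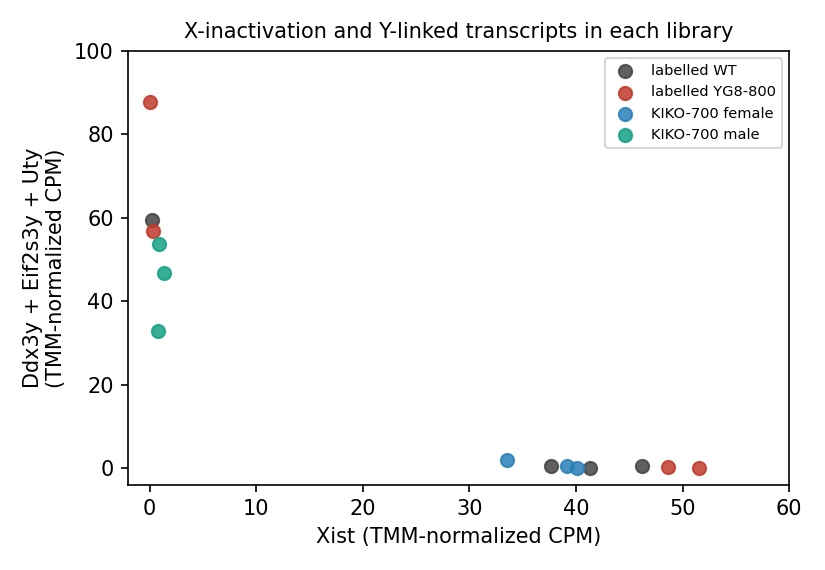
*Xist* against the sum of *Ddx3y*, *Eif2s3y* and *Uty*, both in CPM, with 1 point per library. The 5 libraries of the YG8 experiment with *Xist* at 37.6 CPM or more lie beside the KIKO-700 females, and the other 3 beside the KIKO-700 males.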

Hierarchical cluster analysis of metabolomic data did not show clustering of samples by genotype (Fig. 1A), indicating there were very few metabolic differences between YG8-800 and WT hearts, with only six metabolites (4-pyridoxic acid, NADH, kynurenic acid, glutathione, deoxyribose 5-phosphate and guanosine triphosphate) reaching a significance threshold (*P*<0.05). Unbiased metabolic Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis by MetaboAnalyst of the six significantly altered metabolites suggested alterations in vitamin B6 metabolism (Fig. S1B, Table S1). 

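*Churc1*, a zinc-binding transcriptional activator, was higher in the libraries labelled YG8 (ENSMUSG00000090258, chromosome 12 of GRCm38 from 76765538 to 76783180). It stood at 10.9 ± 1.96 CPM (SD, n = 4) in the libraries labelled YG8 and 3.49 ± 1.88 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 1.64 (standard error 0.35, adjusted p = 0.697 from edgeR). *Furin*, a protease that activates secreted proproteins, was lower, at 15.6 ± 2.72 CPM (SD, n = 4) in the libraries labelled YG8 and 35.7 ± 8.14 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −1.20 (standard error 0.25, adjusted p = 0.697 from edgeR). *Clec16a*, which regulates mitophagy, had a log2 fold change of −1.81 (standard error 0.37), and *Cxcl13*, a chemokine that attracts B cells, one of −2.26 (standard error 0.53). *Shroom3* and *Synpo*, both actin-binding, had log2 fold changes of −1.23 and −0.83. Higher genes included *Meig1* at 1.77, *Fkbp2*, a chaperone of the endoplasmic reticulum, at 1.21 and the pseudogene *Apoo-ps* at 2.28. In each of these genes every library labelled YG8 lay on one side of every library labelled WT. Genes were named partly for such separation, so it is not a separate result here. By edgeR, 0 of 11875 genes passed an adjusted p under 0.05 and 718 passed an unadjusted p under 0.05, where chance gives 594. At the adjusted threshold limma-voom and limma-trend also gave 0 genes, with 1067 and 964 at the unadjusted one. DESeq2 gave 7, among them *Churc1*, *Apoo-ps* and *Gm16030* higher and *Furin*, *Clec16a* and *Cxcl13* lower, with 776 at the unadjusted one. The groups did not overlap in 3.67% of genes, where chance gives 2.86%. Without WT 4 the counts were 146 adjusted and 1695 unadjusted, and without a filter on low counts 107 and 1727.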

Transcriptomic analysis of YG8-800 hearts showed several differentially expressed genes (DEGs; with a threshold set at *P*<0.05) (1052 DEGs), the majority of which were downregulated (Fig. 1B). Specifically, there were 669 downregulated {Log_2_[fold change (FC)]<0} and 383 upregulated [Log_2_(FC)>0] DEGs. 

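In the libraries labelled YG8, 361 genes were higher and 357 lower at an unadjusted p under 0.05. Protein-coding genes and processed pseudogenes, which are reinserted copies of mRNAs, divided differently. Of 10618 protein-coding genes, 183 were higher and 348 lower. Of 796 processed pseudogenes, 162 were higher and 2 lower, with a median log2 fold change of 0.67. The share of lower genes, 49.7%, moved with the scaling, to 58.9% with upper-quartile factors and 79.8% with library size alone. By limma-voom 711 genes were higher and 356 lower, and with the replicate number as a block 599 and 268.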

Next, we performed unbiased Gene Ontology (GO) analyses of all DEGs [i.e. all genes with *P*<0.05 and without cutoff for Log_2_(FC)], which revealed several significantly altered pathways. 

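Of 17 tested genes of cardiac stress, such as the natriuretic peptides, 0 were higher and 1 was lower in the libraries labelled YG8. The lower gene was *Cilp*, a matrix protein, with a log2 fold change of −0.71 (standard error 0.30, adjusted p = 0.812 from edgeR). The natriuretic peptide *Nppa* stood at 81.5, 226, 753 and 56.9 CPM in YG8 1, YG8 2, YG8 3 and YG8 4. *Sln*, a gene of atrial muscle, stood at 10.2, 56.3, 186 and 7.81 CPM there, in the same order. That order was not kept in the libraries labelled WT. *Nppa* is therefore not set apart from atrial content here. Of 31 extracellular matrix genes, 0 were higher and 1, the microfibril gene *Mfap5*, was lower at −0.74 (standard error 0.26). Markers of fibroblasts had a median log2 fold change of −0.47 over 11 genes, 2 of them lower, *Mfap5* and the transcription factor *Tcf21* (−1.25). These counts are at an unadjusted p under 0.05 and are all 0 when adjusted over the list alone. By camera the adjusted p was 0.252 for cardiac stress, 0.0309 for matrix genes and 0.0140 for fibroblast markers. With an estimated correlation these were 0.643, 0.559 and 0.559, as adjusted p. By adjusted p, the camera call on matrix genes ended with at least 10 counts in every library (0.0769), without WT 2 (0.154), without WT 4 (0.118), without YG8 1 (0.134), without YG8 4 (0.0988), with pseudogenes and Gm genes left out (0.0617), with the *Xist* covariate (0.0639) and without WT 2 and WT 3 together (0.0712). That on fibroblast markers ended without WT 2 (0.0780) and without WT 2 and WT 3 together (0.292). *Cilp* missed the unadjusted threshold with limma-voom, limma-trend, the replicate number as a block or the *Xist* covariate and without WT 2, YG8 2, YG8 3, YG8 4 or WT 2 and WT 3 together (−0.71 to −0.26). *Mfap5* missed the unadjusted threshold without WT 4 (−0.48). *Tcf21* missed the unadjusted threshold with limma-voom or limma-trend and without WT 2, WT 3, YG8 4 or WT 2 and WT 3 together (−1.03 to −0.13).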

The top ten most significant upregulated pathways were broad categories that did not suggest cardiac stress (Fig. 1C). However, among the top ten most significant downregulated pathways, there were several enrichments of interest, including protein translation, ribosome biogenesis, mitochondrion organization and protein import into mitochondrial matrix (Fig. 1D).

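*Dnajc19*, a subunit of the mitochondrial import motor, was higher in the libraries labelled YG8 (ENSMUSG00000027679, chromosome 3 of GRCm38 from 34056020 to 34081321). It stood at 37.5 ± 10.1 CPM (SD, n = 4) in the libraries labelled YG8 and 18.6 ± 5.36 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 1.02 (standard error 0.28, adjusted p = 0.786 from edgeR). *Tomm5*, of the outer membrane translocase, was also higher (1.36 (standard error 0.45)), and 33 of 40 genes of mitochondrial protein import had a log2 fold change above 0, with a median of 0.25. Of 87 genes of ribosome biogenesis, *Sbds* (0.70), *Exosc2* (1.25), *Wdr75* (0.84) and *Emg1* (0.65) were higher and *Mrto4* (−0.75) was lower, with a median of 0.14. *Mrto4* was named after its values were seen. Of 50 translation factors, the eIF2B subunit *Eif2b4* was higher (0.74) and another, *Eif2b2*, lower (−0.75), with a median of 0.13. Scaled by library size alone, the medians of ribosome biogenesis and translation factors turned to −0.09 and −0.10. By camera the adjusted p was 0.00438 for import, 0.0287 for ribosome biogenesis and 0.332 for translation factors. With an estimated correlation the adjusted p was 0.643, 0.643 and 0.646. None of these genes passed when adjusted over the list alone. Markers of atrial cardiomyocytes moved the other way, with a median of −0.77 over 9 genes (camera, adjusted p = 0.00184, and adjusted p = 0.559 with an estimated correlation). Their mean log2 CPM was 3.71 in YG8 1, 3.14 in YG8 4 and 4.53 in YG8 2, below every WT library (4.63 to 5.86), and 6.12 in YG8 3, above every one. By adjusted p, the camera call on import ended without WT 1 (0.152) and with the *Xist* covariate (0.0529). That on ribosome biogenesis ended with library size alone (0.133), with the replicate number as a block (0.0701), without WT 2 (0.176), without WT 3 (0.0666), without YG8 3 (0.115), without YG8 4 (0.123) and without WT 2 and WT 3 together (0.501). *Tomm5* missed the unadjusted threshold without WT 2 and WT 3 together (0.84). *Sbds* missed the unadjusted threshold with library size alone (0.50). *Exosc2* missed the unadjusted threshold with library size alone and without YG8 1 (1.04 to 1.05). *Wdr75* missed the unadjusted threshold with library size alone or the *Xist* covariate and without WT 1, WT 4, YG8 2 or YG8 3 (0.61 to 0.80). *Emg1* missed the unadjusted threshold with library size alone or the *Xist* covariate and without WT 1, WT 2, WT 3, YG8 1, YG8 2, YG8 4 or WT 2 and WT 3 together (0.42 to 0.67). *Mrto4* missed the unadjusted threshold with limma-voom and without WT 3, WT 4, YG8 1, YG8 2 or YG8 3 (−0.81 to −0.51). *Eif2b4* missed the unadjusted threshold with library size alone and without WT 2, WT 3, YG8 3, YG8 4 or WT 2 and WT 3 together (0.26 to 0.71). *Eif2b2* missed the unadjusted threshold without YG8 2 or YG8 3 (−0.69 to −0.56).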

**Fig. 1.**
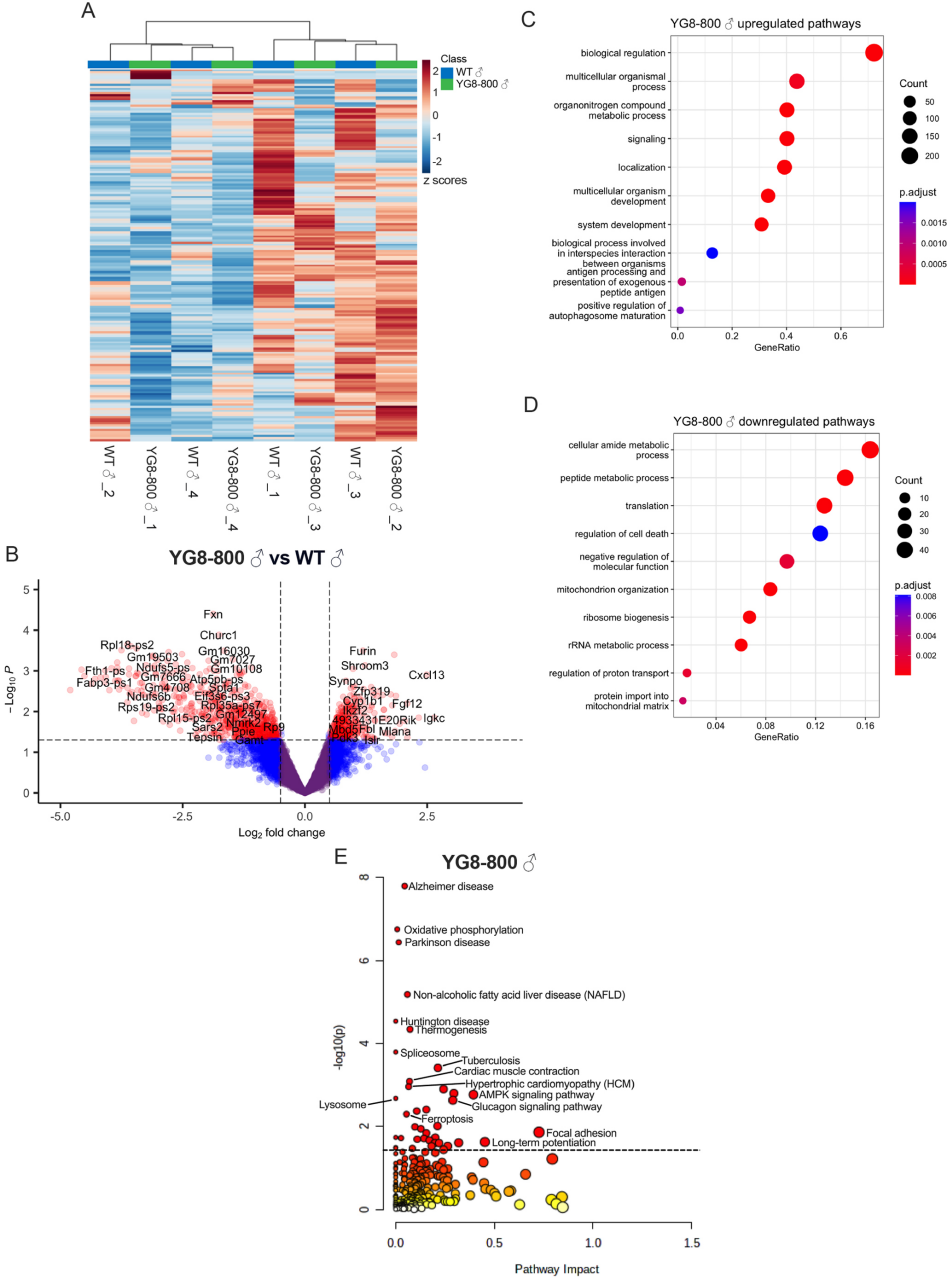
**Enrichment of pathways associated with mitochondrial and cardiac stress in YG8-800 mice.** (A) Heatmap with hierarchical clustering of all measured metabolites from wild-type (WT) and YG8-800 hearts (*n*=4 18-month-old mice). Red indicates increased abundance and blue indicates reduced abundance. (B) Volcano plot of gene expression (*n*=4 18-month-old mice). Genes in red indicate *P*>0.05, |FC|>0.5. (C,D) Top ten results of unbiased Gene Ontology (GO) analyses of significantly upregulated (C) or downregulated (D) genes. Gene ratio is calculated by dividing the number of genes that belong to a given gene set by the total number of genes in the gene set. Count is indicated by size and adjusted *P*-value (p.adjust) is indicated by color. (E) Joint-pathway analysis of integrated metabolomics and transcriptomics data from YG8-800 males. Pathway impact is a combination of the centrality and pathway enrichment results, calculated as the sum of the importance measures of each of the matched metabolites and then divided by the sum of the importance measures of all metabolites in each pathway. For each data point, the size of the circle is correlated with pathway impact and deeper color indicates higher significance. Kyoto Encyclopedia of Genes and Genomes (KEGG) IDs of some significantly enriched pathways [–Log10(*P*)>1.3] were added to the joint-pathway analysis in MetaboAnalyst.

Next, we looked at the integrated pathways with MetaboAnalyst joint-pathway analysis of the transcriptomic and metabolomic data. 

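Ribosomal protein genes divided unevenly between the groups as labelled. Of 81 cytosolic ribosomal protein genes, 10 were higher and 1 lower in the libraries labelled YG8 at an unadjusted p under 0.05. *Rpl23a*, of the large subunit, stood at 66.9 ± 16.7 CPM (SD, n = 4) in the libraries labelled YG8 and 29.0 ± 14.6 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 1.21 (standard error 0.32, adjusted p = 0.786 from edgeR) (ENSMUSG00000058546, chromosome 11 of GRCm38 from 78180932 to 78183584). Of 82 mitochondrial ribosomal protein genes, 2 were higher, *Mrpl9* (0.95) and *Mrpl14* (0.71), and 0 were lower. The median log2 fold change was 0.15 for the cytosolic genes, which turned to −0.01 with library size alone, and 0.28 for the mitochondrial ones. By camera the adjusted p was 0.00152 and 6.10e-04, and with an estimated correlation the adjusted p was 0.643 for both. None passed when adjusted over the list alone. By adjusted p, the camera call on the cytosolic genes ended without WT 1 (0.0803), without WT 2 (0.164) and with the *Xist* covariate (0.0717), and that on the mitochondrial genes without WT 2 (0.0526). *Mrpl9* missed the unadjusted threshold with upper-quartile factors, library size alone or the *Xist* covariate and without WT 1, WT 2, WT 4, YG8 1, YG8 2 or YG8 3 (0.73 to 0.99). *Mrpl14* missed the unadjusted threshold with library size alone or the *Xist* covariate and without WT 1, WT 2, WT 3, YG8 2, YG8 3, YG8 4 or WT 2 and WT 3 together (0.26 to 0.74). It stood at 96.4 CPM in WT 4 and at 31.6 to 61.4 CPM in the other 3 libraries labelled WT, and passed with a larger fold change without WT 4.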

An initial analysis including ribosomal genes resulted in overrepresentation of the ribosome and RNA transport pathways (Fig. S1C, Table S2), which hindered the visualization of other enriched pathways. Therefore, we performed another integrated analysis, excluding ribosomal subunit genes that modified the significance of the remaining pathways, which allowed for better visualization of several pathways related to HCM, ferroptosis and OXPHOS, in addition to pathways associated with neurodegeneration (Fig. 1E; Table S2). 

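Ferroptosis genes moved little between the groups as labelled. Of 34 tested, 2 were lower in the libraries labelled YG8 and 0 were higher at an unadjusted p under 0.05. *Pcbp1*, which delivers iron to ferritin, stood at 29.1 ± 5.71 CPM (SD, n = 4) in the libraries labelled YG8 and 48.6 ± 8.97 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −0.74 (standard error 0.24, adjusted p = 0.786 from edgeR) (ENSMUSG00000051695, chromosome 6 of GRCm38 from 86524492 to 86526321). *Steap3*, a ferrireductase of endosomes, had a log2 fold change of −0.71 (standard error 0.30). The list's median was 0.0076, and it turned to −0.031 with upper-quartile factors and −0.22 with library size alone. Camera gave an adjusted p of 0.710, and 0 genes passed when adjusted over the list alone. *Pcbp1* missed the unadjusted threshold without WT 2 and WT 3 together (−0.53). *Steap3* missed the unadjusted threshold without WT 2, WT 3, YG8 1, YG8 2, YG8 4 or WT 2 and WT 3 together (−0.70 to −0.44).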

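*Trib3*, a target of ATF4, was lower in the libraries labelled YG8 (ENSMUSG00000032715, chromosome 2 of GRCm38 from 152337422 to 152344032). It stood at 1.06 ± 0.227 CPM (SD, n = 4) in the libraries labelled YG8 and 2.28 ± 0.516 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −1.07 (standard error 0.41, adjusted p = 0.787 from edgeR). The cytokine *Gdf15* had a log2 fold change of −0.67 (standard error 0.48). Of 7 ISR mt markers 5 were tested, while *Asns* and *Fgf21* held too few counts. Their median log2 fold change was −0.60, with 1 lower, 0 higher and 0 when adjusted over the list alone. Camera gave an adjusted p of 0.0249 (adjusted p = 0.559 with an estimated correlation). Among 34 wider targets of ATF4, *Trib3*, *Cebpb* (−1.02) and *Herpud1* (−0.56) were lower and 0 were higher, with an adjusted p of 0.303 by camera. *Trib3* missed the unadjusted threshold without WT 1 or YG8 3 (−0.98 to −0.92). *Herpud1* missed the unadjusted threshold with the replicate number as a block or the *Xist* covariate and without WT 1, WT 2, YG8 2, YG8 3, YG8 4 or WT 2 and WT 3 together (−0.55 to −0.42). By adjusted p, the camera call on the markers ended with limma-voom (0.0747), without WT 4 (0.106) and without YG8 1 (0.0977). The paper proposes cardiac stress without evidence of ISR mt in YG8 hearts. Its Fig. 6A, read by eye, marks *Trib3* as higher in YG8 hearts, opposite to the sign here.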

Overall, these results suggest cardiac stress without evidence of ISR^mt^.

### KIKO-700 mice display metabolic and transcriptional alterations associated with cardiac stress and ISR^mt^

Next, we analyzed another model of partial FXN deficiency, a knock-in, knockout (KIKO) mouse model. In this model, one allele of mouse *Fxn* is deleted, while the other allele harbors a GAA expansion in intron 1. In a well-established FA KIKO mouse model harboring >230 GAA repeats (KIKO-230), ∼30% residual FXN protein is detected in the heart (Miranda et al., 2002). This level of residual FXN was shown to be sufficient to prevent iron accumulation and severe fibrosis in the heart (Miranda et al., 2002). Herein, we investigated the cardiac effects of a newly generated KIKO mouse with a longer GAA expansion, harboring 700 repeats (KIKO-700). Longer expansions in FA patients are associated with earlier disease onset, increased disease severity and LV hypertrophy (Isnard et al., 1997; Koeppen, 2011). Surprisingly, KIKO-700 hearts at 18 months of age had only 50% reduction in FXN protein, as estimated by western blotting normalized by total protein (Fig. 2A; Fig. S2A). Therefore, despite the longer GAA expansion in the KIKO-700 mice, the levels of residual heart FXN are higher than those reported for the KIKO-230 model.

**Fig. 2.**
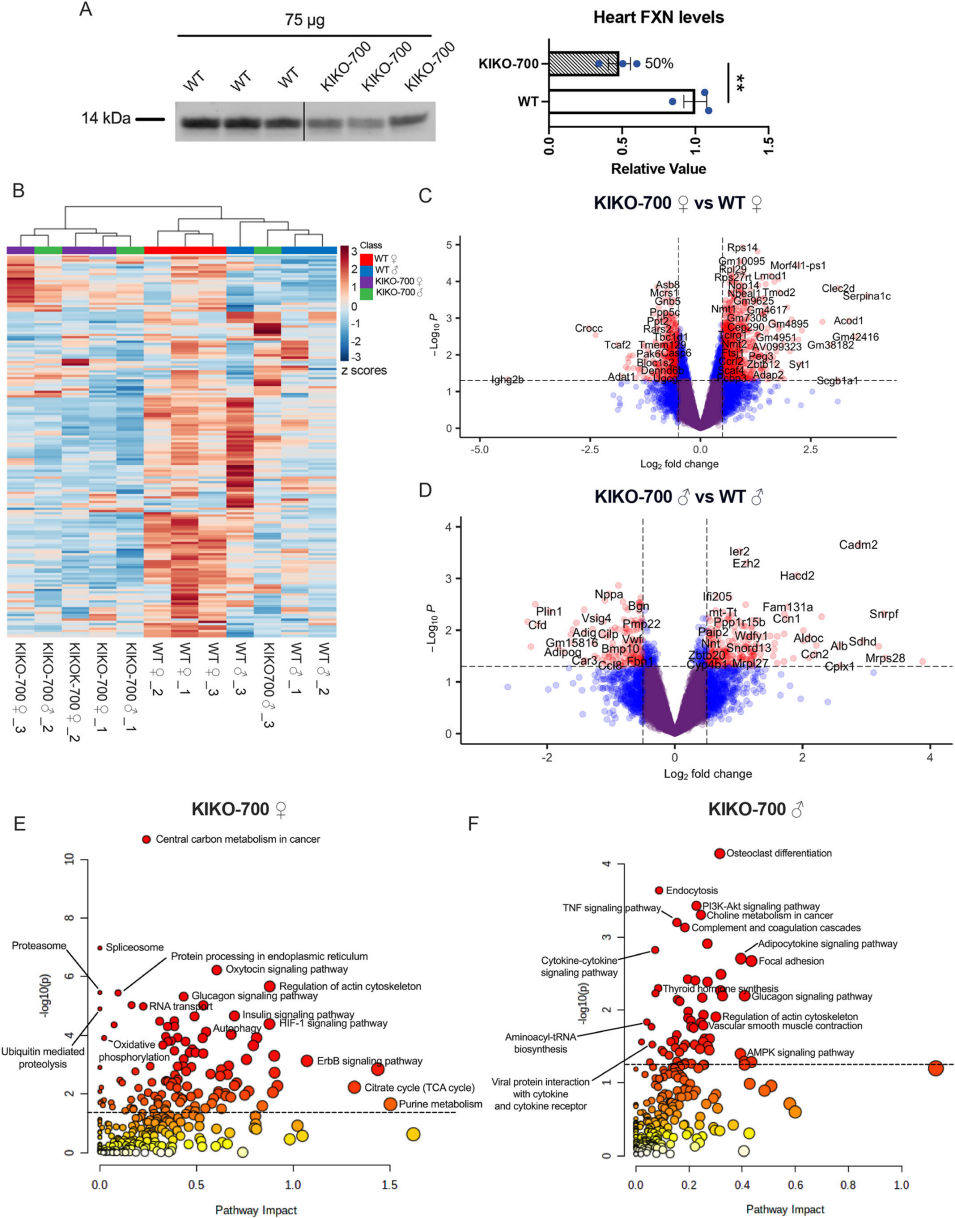
**Enrichment of pathways associated with mitochondrial integrated stress response (ISR^mt^) and cardiac stress in KIKO-700 mice.** (A) Western blot analysis of FXN expression in WT and KIKO-700 male hearts, quantified in the right panel (*n*=3) (statistical analysis was performed with unpaired two-tailed Student's *t*-test, **P<0.009; data are mean±s.e.m.). (B) Heatmap with hierarchical clustering of all measured metabolites from WT and KIKO-700 hearts (*n*=3/sex/genotype 18-month-old mice). (C,D) Volcano plot of gene expression in KIKO-700 females (C) and males (D) (*n*=3/sex/genotype 18-month-old mice). Genes in red indicate *P*>0.05, |FC|>0.5. (E,F) Joint-pathway analysis of integrated metabolomic and transcriptomic data from KIKO-700 females (E) and males (F).

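Counts of 3 female and 3 male KIKO-700 hearts were used here, and the WT hearts of this cohort were not analysed here. The libraries were made, and their counts deposited, as for the YG8 experiment. Total counts were 7998214, 8400953 and 7502655 in the females and 7423521, 7291596 and 10873728 in the males. *Xist* and the Y-linked genes followed the labelled sex in all 6 libraries. Low genes were removed in the same way, which left 11801 genes, and males were compared with females by the same test. That comparison concerns sex within 1 genotype and stands apart from the paper's comparisons with WT.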

Metabolomic and transcriptomic analyses were performed on male and female KIKO-700 and WT hearts. Hierarchical clustering of detected metabolites revealed partial clustering by genotype (Fig. 2B). To note, most differential metabolites in KIKO-700 hearts (*P*<0.05) were decreased in abundance. Unbiased KEGG metabolic pathway analysis revealed several enriched pathways. In female KIKO-700 hearts, glutathione metabolism, purine metabolism, citric acid cycle (tricarboxylic acid cycle) and several amino acid-related metabolic pathways were significantly enriched (Fig. S3A, Table S1). Although male KIKO-700 hearts had fewer differential metabolites than female KIKO-700 hearts (15 versus 58 metabolites respectively), some of the same pathways were enriched, including purine metabolism, arginine biosynthesis and pentose phosphate (Fig. S3B, Table S1). Of these pathways, glutathione metabolism and nucleotide biosynthesis have been associated with ISR^mt^ and found to be dysregulated in various mouse models of mitochondrial dysfunction and HCM (Dogan et al., 2014; Forsstrom et al., 2019; Kaspar et al., 2021; Khan et al., 2017; Kuhl et al., 2017; Nikkanen et al., 2016; Sayles et al., 2022). Furthermore, several DEGs were identified in KIKO-700 hearts, with a higher number of DEGs in females (1804 DEGs in females and 505 DEGs in males) (Fig. 2C,D). We performed GO analyses of significantly (*P*<0.05) upregulated (1080 DEGs in females and 278 in males) and downregulated (784 DEGs in females and 227 in males) genes and found enriched pathways relevant to cardiac stress, including regulation of innate immune response and regulation of cytokine production (Fig. S3C-F).

Next, we performed integrated pathway analysis of female metabolomes and transcriptomes and, like in YG8-800 male mice, found a highly significant enrichment of the ribosome pathway (Fig. S3G, Table S2). After removal of ribosomal genes from the analysis, we could better detect the enrichment of proteotoxic stress pathways (autophagy, proteasome, ubiquitin mediated proteolysis), OXPHOS and regulation of actin cytoskeleton (Fig. 2E, Table S2). These pathways, as well as PI3K-AKT signaling and vascular smooth muscle contraction, were also enriched in male KIKO-700 hearts (Fig. 2F; Table S2). Collectively, these results suggest that ∼50% reduction in FXN in the KIKO-700 heart is associated with cardiac stress, and metabolic and transcriptional changes consistent with ISR^mt^.

### Severe FXN deficiency in FXN^G127V^ hearts is associated with transcriptional and metabolic alterations suggestive of cardiomyopathy and ISR^mt^

The third mouse model of FA we analyzed was a homozygous FXN^G127V^ KI, which harbors a missense mutation in exon 4 of both *Fxn* alleles, resulting in a G127V amino acid change (Fil et al., 2020). This variant is equivalent to the human pathogenic G130V found in a small subset of FA patients (Bidichandani et al., 1997; Galea et al., 2016). Mouse embryonic fibroblasts isolated from FXN^G127V^ mice showed severe reduction in FXN levels (5% residual), decreased mitochondrial length and increased mitochondrial DNA (mtDNA) damage (Fil et al., 2020). The central nervous system and the heart of this mouse model have extremely low levels of FXN protein (Fil et al., 2023). FXN^G127V^ mice manifest neurobehavioral deficits and reduced body weight, but whether the heart displays ISR^mt^ has not been investigated. Therefore, we studied the heart of this mouse as a model of severe FXN depletion. First, we confirmed severe FXN reduction by western blot analysis of whole-heart lysates. Using 25 µg of total protein, FXN was undetectable in FXN^G127V^ hearts (Fig. 3A). However, by loading 100 µg of heart lysates, we were able to detect ∼1% residual FXN (Fig. 3A; Fig. S2B).

**Fig. 3.**
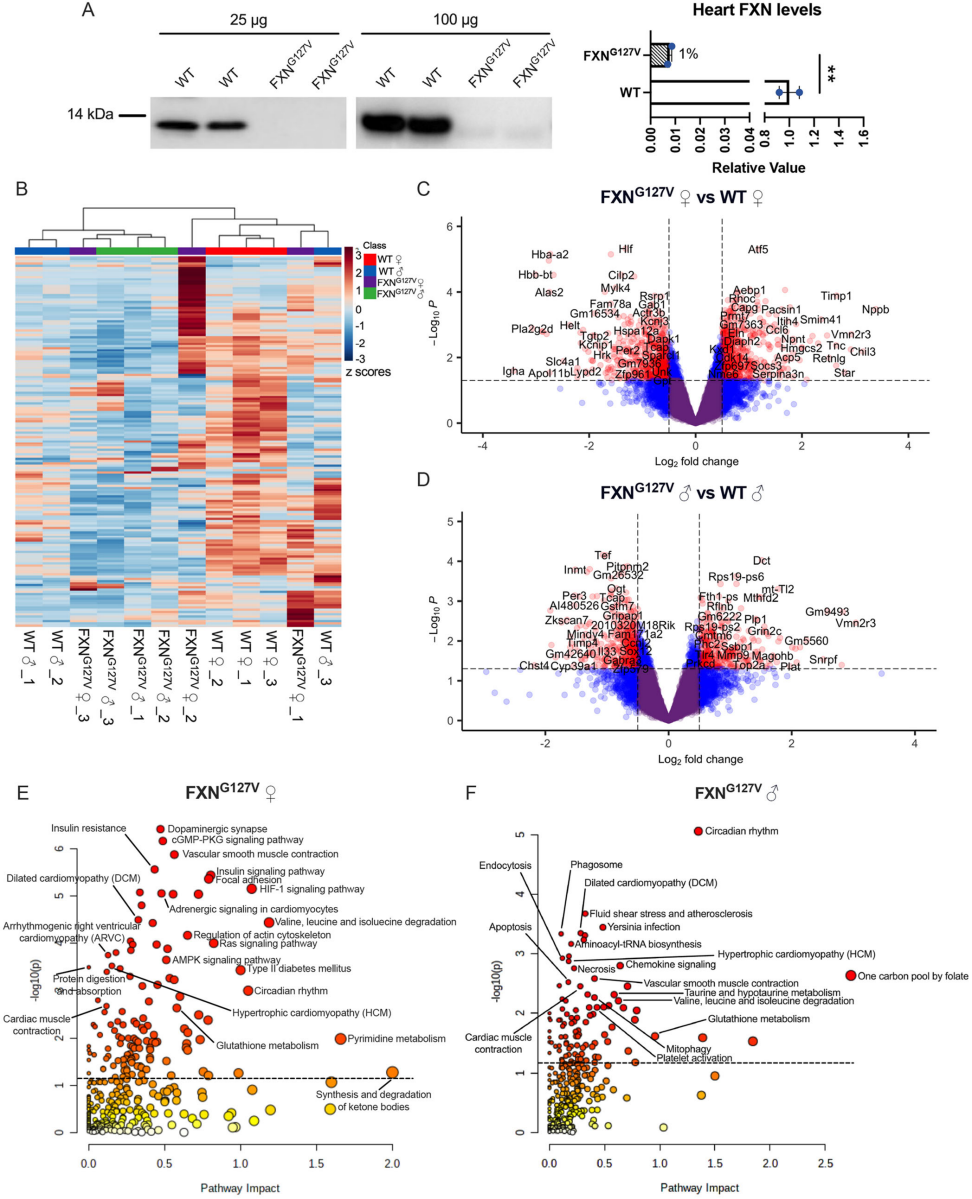
**Enrichment of pathways associated with ISR^mt^ and cardiac stress in FXN^G127V^ mice.** (A) Western blot analyses of FXN expression in WT and FXN^G127V^ male total heart lysates, loading either 25 µg or 100 µg, with the 100 µg blot quantified to the right (*n*=2) (statistical analysis was performed with unpaired two-tailed Student's *t*-test, **P<0.007; data are mean±s.e.m.). (B) Heatmap with hierarchical clustering of all measured metabolites from WT and FXN^G127V^ hearts (*n*=3/sex/genotype 18-month-old mice). (C,D) Volcano plot of gene expression in FXN^G127V^ females (C) and males (D) (*n*=3/sex/genotype 18-month-old mice). Genes in red indicate *P*>0.05, |FC|>0.5. (E,F) Joint-pathway analysis of integrated metabolomic and transcriptomic data from FXN^G127V^ females (E) and males (F).

We performed metabolomic and transcriptomic analyses of male and female hearts from FXN^G127V^ and WT mice at 18 months of age. Hierarchical clustering analysis of FXN^G127V^ and WT heart metabolites showed clustering by genotype (Fig. 3B). In both male and female FXN^G127V^ hearts, all differential metabolites were decreased in abundance. Unbiased metabolic KEGG pathway analysis of the female FXN^G127V^ metabolome found enrichment of metabolites involved in purine, glutathione and amino acid (valine, leucine, isoleucine, arginine) metabolism (Fig. S4A, Table S1). In male FXN^G127V^ hearts, enriched metabolic pathways included glutathione metabolism, pantothenate and CoA biosynthesis, pyrimidine metabolism, and D-glutamine and D-glutamate metabolism (Fig. S4B, Table S1). Transcriptomics revealed many DEGs in both female (1678 DEGs) and male (1089 DEGs) FXN^G127V^ hearts, with overrepresentation in females (Fig. 3C,D). GO analyses of significantly upregulated (856 in females and 514 in males) or downregulated (822 in females and 575 in males) genes showed enriched pathways known to be associated with the ISR^mt^ and cardiac stress, including, for example, response to stress in female FXN^G127V^ hearts (Fig. S4C,D), and immune system and tetrahydrofolate metabolic processes in male FXN^G127V^ hearts (Fig. S4E,F).

Integrated pathway analysis of significantly altered (*P*<0.05) metabolites and transcripts in female FXN^G127V^ hearts revealed significant enrichment of the ribosome pathway (Fig. S4G, Table S2). After removing ribosomal genes from the analysis, several pathways associated with cardiac stress could be visualized, such as dilated cardiomyopathy, HCM, vascular smooth muscle contraction, cardiac muscle contraction and regulation of actin cytoskeleton (Fig. 3E; Table S2). There were also several enriched pathways associated with ISR^mt^, including the 1C pool by folate, glutathione metabolism, mitophagy, amino acid metabolism, pyrimidine metabolism and chemokine signaling. Several of these pathways were also enriched in integrated pathway analysis of FXN^G127V^ male hearts, including HCM, the 1C pool by folate and glutathione metabolism (Fig. 3F; Table S2). Together, these results suggest that the severe reduction in FXN expression in the FXN^G127V^ heart leads to metabolic and transcriptional alterations associated with HCM and ISR^mt^.

### Targeted transcriptomic analyses reveal markers of HCM only in FXN^G127V^ hearts

Based on the unbiased metabolomic and transcriptomic data, the three mouse models of FXN deficiency all shared features of cardiac stress, while pathways consistent with ISR^mt^ were only identified in KIKO-700 and FXN^G127V^ hearts. Next, we compared the enriched integrated pathways in the three models of FXN deficiency in a genotype- and sex-specific manner (except for YG8-800, in which only male mice were analyzed). Most of the pathways were in common between KIKO-700 (54% of total pathways) and FXN^G127V^ (64% of total pathways) female hearts (Fig. 4A; Table S3). Of note, potentially cardiomyopathy-related KEGG pathways included regulation of actin cytoskeleton, HCM, PI3K-AKT signaling and stress signaling pathways, such as FOXO, AMPK and HIF-1 signaling. In males, only six pathways were found to be in common to all three models (apelin signaling, insulin signaling, focal adhesion, Huntington disease, oxytocin signaling and thermogenesis), none of which is directly related to cardiomyopathy or ISR^mt^ (Fig. 4B; Table S3).

**Fig. 4.**
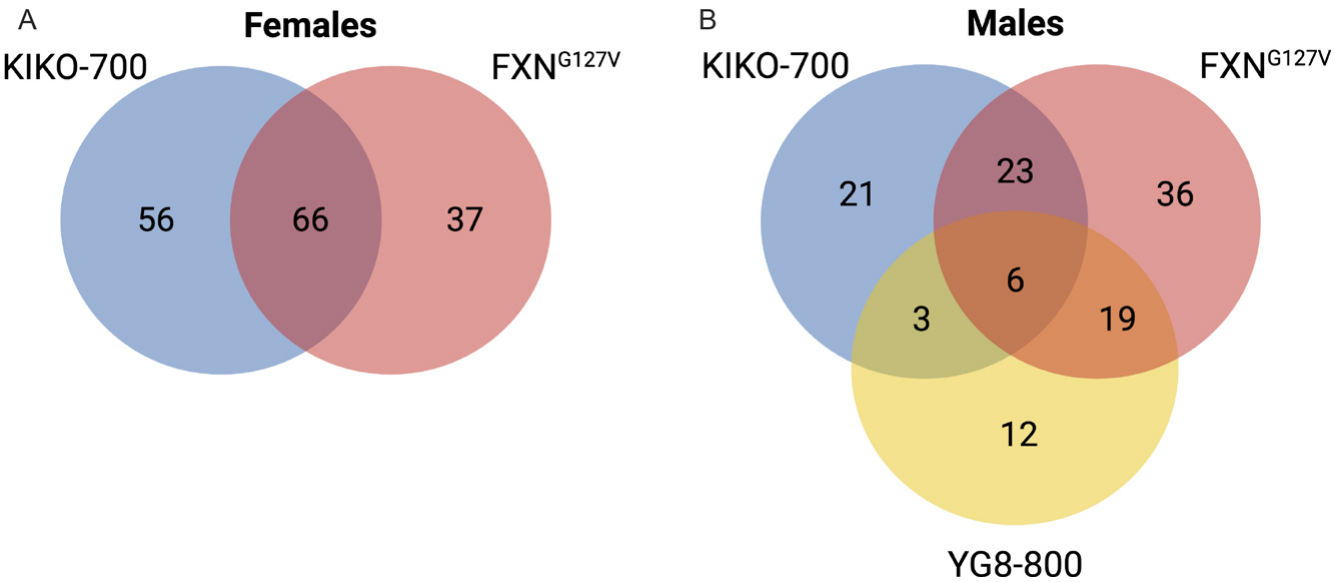
**Distinct pathway enrichment in three models of FXN deficiency.** (A) Venn diagram of joint-pathway analysis results in KIKO-700 and FXN^G127V^ female hearts. (B) Venn diagram of joint-pathway analysis results in KIKO-700, FXN^G127V^ and YG8-800 male hearts.

To further delve into the cardiac involvement in these mouse models and their relationship to human cardiomyopathies, we performed a targeted analysis of the genes included in the KEGG ‘hypertrophic cardiomyopathy (HCM)’ pathway (pathway mmu05410). This pathway encompasses a total of 91 genes, 70 of which were detected by RNA sequencing (RNAseq) in most groups (except YG8-800 mice, with only 59 genes detected). Percentages of HCM pathway genes that were significantly different (*P*<0.05) relative to those in WT sex-matched hearts were ∼20% in FXN^G127V^ female hearts, 14% in FXN^G127V^ male hearts, 12% in KIKO-700 female hearts, 5% in KIKO-700 male hearts and 14% in YG8-800 male hearts (Fig. S5). 

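Of 90 genes listed for the HCM pathway, 58 were tested between the groups as labelled. *Edn1*, the peptide endothelin, stood at 5.40 ± 0.983 CPM (SD, n = 4) in the libraries labelled YG8 and 2.64 ± 1.29 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 1.04 (standard error 0.38, adjusted p = 0.786 from edgeR) (ENSMUSG00000021367, chromosome 13 of GRCm38 from 42301476 to 42307990). *Itgb6*, an integrin subunit, was also higher (1.13 (standard error 0.43)). *Mybpc3*, the cardiac myosin-binding protein, stood at 617 ± 157 CPM (SD, n = 4) in the libraries labelled YG8 and 1038 ± 366 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −0.75 (standard error 0.31). *Prkag2*, a regulatory subunit of AMPK, and the integrin *Itgav*, which was named after its values were seen, were lower, at −0.71 and −0.79. These 5 genes, 8.62% of those tested, passed an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The list as a whole had an adjusted p of 0.669 by camera. The count was 14 without WT 4, 11 without a filter, 8 with limma-voom, 2 without YG8 1, and 3 without WT 1, with at least 10 counts in every library or with the *Xist* covariate. *Edn1* missed the threshold with library size alone (0.83). *Itgb6* missed the threshold with library size alone and without WT 1 (0.84 to 0.92). *Mybpc3* missed the threshold with the *Xist* covariate and without WT 1, YG8 1 or YG8 2 (−0.68 to −0.49). *Prkag2* missed the threshold with the *Xist* covariate and without WT 1, WT 3, YG8 1 or YG8 2 (−0.73 to −0.51). *Itgav* missed the threshold with limma-trend or the *Xist* covariate and without WT 1, WT 2, YG8 1, YG8 3, YG8 4 or WT 2 and WT 3 together (−0.80 to −0.57).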

Surprisingly, there was little overlap among groups, and none of these DEGs were common to all groups. Overall, these results suggest a sexual dimorphism in the expression of HCM markers in FXN^G127V^ mice; KIKO-700 and YG8-800 mice did not display alterations in these sets of genes. Because the hypertrophic response in FA heart is proposed to result, at least in part, from mitochondrial proliferation (Payne, 2022), we looked at the expression of mitochondrial OXPHOS genes. Overall, we did not observe upregulation of these genes in any of the mouse models investigated (Fig. S6A-E), suggesting that, in these mice, the mitochondrial biogenesis program is not strongly upregulated.

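*Ndufv2*, a subunit of complex I, was higher in the libraries labelled YG8 (ENSMUSG00000024099, chromosome 17 of GRCm38 from 66078638 to 66101559). It stood at 532 ± 121 CPM (SD, n = 4) in the libraries labelled YG8 and 297 ± 94.2 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 0.84 (standard error 0.29, adjusted p = 0.786 from edgeR). In 33 of 36 complex I genes the log2 fold change was above 0, with a median of 0.44, and *Ndufab1* (0.68) and *Ndufa1* (1.01) also passed an unadjusted p under 0.05. All 17 genes of complex V had a log2 fold change above 0, with a median of 0.34, and *Usmg5* (1.36) and *Atp5j* (1.09) passed. The paper's Fig. S6, read by eye, marks 15 genes as lower in YG8 hearts, *Atp5j* among them. All 15 had the opposite sign here. The medians were 0.44 over 9 genes of complex III, 0.41 over 17 of complex IV and −0.14 over 4 of complex II, and no member passed. The 13 proteins encoded by mitochondrial DNA had a median of 0.18, and 36 assembly factors one of 0.10 that turned to −0.05 with library size alone. By camera the adjusted p was 1.45e-06 for complex I, 0.00438 for III, 0.00988 for IV and 0.00106 for V, 0.347 for mitochondrial DNA and 0.202 for assembly factors. With an estimated correlation the adjusted p was 0.559 for complexes I, III and V and 0.643 for IV, and 0 genes passed when adjusted over the list alone. Skeletal muscle markers, 7 genes, moved with them at a median of 0.52 (camera, adjusted p = 0.0258, and adjusted p = 0.559 with an estimated correlation). By adjusted p, the camera call on complex III ended without WT 2 (0.0526) and without WT 2 and WT 3 together (0.0852), and that on IV without WT 1 (0.152), without WT 2 (0.148), without YG8 2 (0.0508), with the *Xist* covariate (0.0881) and without WT 2 and WT 3 together (0.0609). That on complex V ended without WT 2 and WT 3 together (0.0609), and that on skeletal muscle with limma-voom (0.0621), without WT 2 (0.0924), without WT 3 (0.115), without YG8 2 (0.0715), without YG8 3 (0.0951) and without WT 2 and WT 3 together (0.914), again by adjusted p. *Ndufv2* missed the unadjusted threshold without WT 2 and WT 3 together (0.68). *Ndufab1* missed the unadjusted threshold with library size alone and without WT 3, YG8 2, YG8 4 or WT 2 and WT 3 together (0.50 to 0.62). *Ndufa1* missed the unadjusted threshold with the replicate number as a block or the *Xist* covariate and without WT 1, WT 2, YG8 1, YG8 2 or WT 2 and WT 3 together (0.71 to 1.21). *Usmg5* missed the unadjusted threshold without WT 2 and WT 3 together (1.05). *Atp5j* missed the unadjusted threshold without WT 2 and WT 3 together (1.00).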

The loss of FXN leads to iron dysregulation in the heart, including increased iron uptake, iron accumulation in mitochondria and ferroptosis (Martelli and Puccio, 2014). To understand the effects of various degrees of FXN depletion on heart iron metabolism, which could underlie cardiomyopathy, we performed targeted gene expression analyses of genes related to iron, including those involved in transferrin-dependent and -independent iron uptake, iron storage and export, and mitochondrial iron import. Only in FXN^G127V^ female hearts did we observe an increase in transferrin receptor (*Tfrc*), ferritin (*Fth1*) and ferroxidase (*Cp*) gene expression relative to that in WT female hearts (Fig. S7A). Furthermore, among genes involved in Fe-S cluster biogenesis and heme metabolism, we found decreased expression of *Nfs1*, *Nubpl* and *Fech* (Fig. S7B,C) only in FXN^G127V^ female hearts. In males, FXN^G127V^ and KIKO-700 hearts had increased expression of aminolevulinic acid synthase 1 (*Alas1*), the heme biosynthesis rate-limiting mitochondrial enzyme, while YG8-800 hearts had increased expression of heme oxygenase-1 (*Hmox1*), which catalyzes the first step in heme degradation (Fig. S7C). 

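*Hmox1* stood at 1.41 ± 0.922 CPM (SD, n = 4) in the libraries labelled YG8 and 2.66 ± 0.258 CPM (SD, n = 4) in those labelled WT (ENSMUSG00000005413, chromosome 8 of GRCm38 from 75093621 to 75100589). Its log2 fold change, −0.90 (standard error 0.47, adjusted p = 0.839 from edgeR), did not pass an unadjusted p under 0.05. An exact permutation test of both sides gave p = 0.0857. *Alas1* had a log2 fold change of 0.11 (standard error 0.29). Of 12 genes of heme metabolism, 0 passed an unadjusted p under 0.05, with a median of 0.063 that turned to −0.13 with library size alone and an adjusted p of 0.741 by camera. The library labelled YG8 2 held 2.63 CPM of *Hmox1* and the other 3 between 0.685 and 1.63 CPM. The settings under which *Hmox1* passed were with limma-voom (−1.07), with limma-trend (−0.98), without YG8 2 (−1.37) and with the *Xist* covariate (−1.35), and *Alas1* passed without WT 2 and WT 3 together (0.66).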

Overall, these data indicate that only a few genes involved in iron metabolism are affected in a genotype- and sex-dependent manner, and that these changes are more prominent in FXN^G127V^ female hearts.

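*Slc25a28*, the mitochondrial iron importer mitoferrin, was higher in the libraries labelled YG8 and stood at 7.31 ± 0.551 CPM (SD, n = 4) in the libraries labelled YG8 and 4.54 ± 0.889 CPM (SD, n = 4) in those labelled WT (ENSMUSG00000040414, chromosome 19 of GRCm38 from 43663801 to 43674881). Its log2 fold change was 0.68 (standard error 0.27, adjusted p = 0.787 from edgeR). Of 20 tested genes of iron metabolism, it was the 1 higher at an unadjusted p under 0.05, and *Pcbp1* and *Steap3* were lower. The transferrin receptor *Tfrc* had a log2 fold change of 0.010 (standard error 0.35), the ferritin gene *Fth1* 0.046 (standard error 0.26) and the ferroxidase *Cp* 0.079 (standard error 0.23), and none passed. Of the Fe-S cluster genes, *Nfs1* (−0.046) and *Nubpl* (−0.17) did not pass, nor did *Fech* (−0.042) of heme synthesis. The Fe-S median of 0.014 turned to −0.031 with upper-quartile factors and −0.15 with library size alone. Camera gave an adjusted p of 0.184 for iron metabolism and 0.304 for Fe-S clusters. *Slc25a28* missed the unadjusted threshold with library size alone and without a filter, WT 3, YG8 1, YG8 4 or WT 2 and WT 3 together (0.47 to 0.67). The signs of *Tfrc*, *Fth1*, *Cp*, *Nfs1*, *Nubpl* and *Fech* turned under at least 1 other setting.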

The adult heart relies primarily on β-oxidation of fatty acids to provide substrates for mitochondrial OXPHOS. Under stress, the heart alters metabolic fuel sources to support contraction, shifting its energy metabolism towards glycolysis (Lopaschuk and Jaswal, 2010; Lopaschuk et al., 2010). The integrated pathway analyses performed on significantly altered metabolites and transcripts of the heart of the three mouse models of FXN deficiency suggested the involvement of several pathways related to energy metabolism (Fig. 1E, Fig. 2E,F and Fig. 3E,F). Therefore, to better define the potential link between cardiomyopathy and energy metabolism, we performed a targeted analysis of the heart transcriptome and metabolome in the three models. We evaluated the expression of genes of the KEGG ‘β-oxidation’ pathway (module M00087). This pathway encompasses a total of 13 genes, 11 of which were detected by RNAseq in most groups (except YG8-800 mice, with only ten genes detected). The majority of the genes were not differentially expressed; however, *Hadh* was downregulated in FXN^G127V^ female hearts and *Acaa1a* was upregulated in KIKO-700 female hearts (Fig. 5A). Furthermore, the levels of β-oxidation intermediates were mostly unchanged, except for a significant decrease in L-acetylcarnitine in FXN^G127V^ and KIKO-700 females (Fig. 5B). 

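None of the 11 tested genes of β-oxidation differed between the libraries labelled YG8 and WT at an unadjusted p under 0.05. *Hadh*, the hydroxyacyl-CoA dehydrogenase, stood at 301 ± 65.2 CPM (SD, n = 4) in the libraries labelled YG8 and 356 ± 184 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −0.24 (standard error 0.36, adjusted p = 0.939 from edgeR) (ENSMUSG00000027984, chromosome 3 of GRCm38 from 131233419 to 131272101). *Acaa1a*, a thiolase of peroxisomes, had a log2 fold change of 0.044 (standard error 0.26). Over the list 6 genes were above 0 and 5 below, with a median of 0.0011 that turned to −0.0067 with RLE factors, −0.046 with upper-quartile factors and −0.24 with library size alone. The adjusted p by camera was 0.755. The sign of *Hadh* turned without WT 2 (0.094) and without WT 2 and WT 3 together (0.51), and that of *Acaa1a* with upper-quartile factors (−0.00049), with library size alone (−0.18), without WT 2 (−0.045), without YG8 4 (−0.084), with the *Xist* covariate (−0.012) and without WT 2 and WT 3 together (−0.11).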

We also looked at the expression of genes of the KEGG ‘glycolysis’ pathway (module M00001). This pathway encompasses a total of 28 genes, 20 of which were detected by RNAseq in most groups (except YG8-800 mice, with only 18 genes detected). 

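*Pgam1*, a phosphoglycerate mutase, was the 1 of 19 tested glycolysis genes to pass an unadjusted p under 0.05 (ENSMUSG00000011752, chromosome 19 of GRCm38 from 41911923 to 41918660). It stood at 2.39 ± 0.648 CPM (SD, n = 4) in the libraries labelled YG8 and 4.45 ± 1.04 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −0.91 (standard error 0.35, adjusted p = 0.787 from edgeR). The phosphofructokinase *Pfkp* had a log2 fold change of −0.47 (standard error 0.25), the hexokinase *Hk2* 0.25 (standard error 0.29) and the muscle enolase *Eno3* 0.54 (standard error 0.40). Of the 19 genes 9 were above 0 and 10 below, with a median of −0.023, an adjusted p of 0.766 by camera and 0 genes when adjusted over the list alone. *Hk2* stood lower in YG8 2, at 59.6 CPM, than in the other 3 libraries of that label. *Pgam1* missed the unadjusted threshold without WT 1, YG8 1 or WT 2 and WT 3 together (−0.88 to −0.76). *Pfkp* passed it with library size alone (−0.69), without WT 2 (−0.60) and without WT 2 and WT 3 together (−0.72) and *Eno3* without a filter (0.55), with the replicate number as a block (0.78) and without WT 4 (1.05).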

FXN^G127V^ females showed a significant increase in the expression of phosphofructokinase, platelet (*Pfkp*) (Fig. 5C). Notably, *Pfkp* overexpression was previously described in a model of HCM induced by pressure overload (Vigil-Garcia et al., 2021). In addition, we detected decreased expression of hexokinase 2 (*Hk2*) and enolase 3 (*Eno3*) in FXN^G127V^ females. In these mice, we found a significant reduction in glyceraldehyde 3-phosphate (G3P) levels (Fig. 5D), which were also decreased in FXN^G127V^ males and KIKO-700 females. FXN^G127V^ male hearts also showed a significant reduction in the level of pyruvate. KIKO-700 females had reduced levels of 3-phosphoglyceric acid (3PG) and phosphoenolpyruvic acid (PEP). Overall, these findings indicate that metabolic consequences of cardiac stress were manifested in several groups, but mostly in FXN^G127V^ female hearts.

**Fig. 5.**
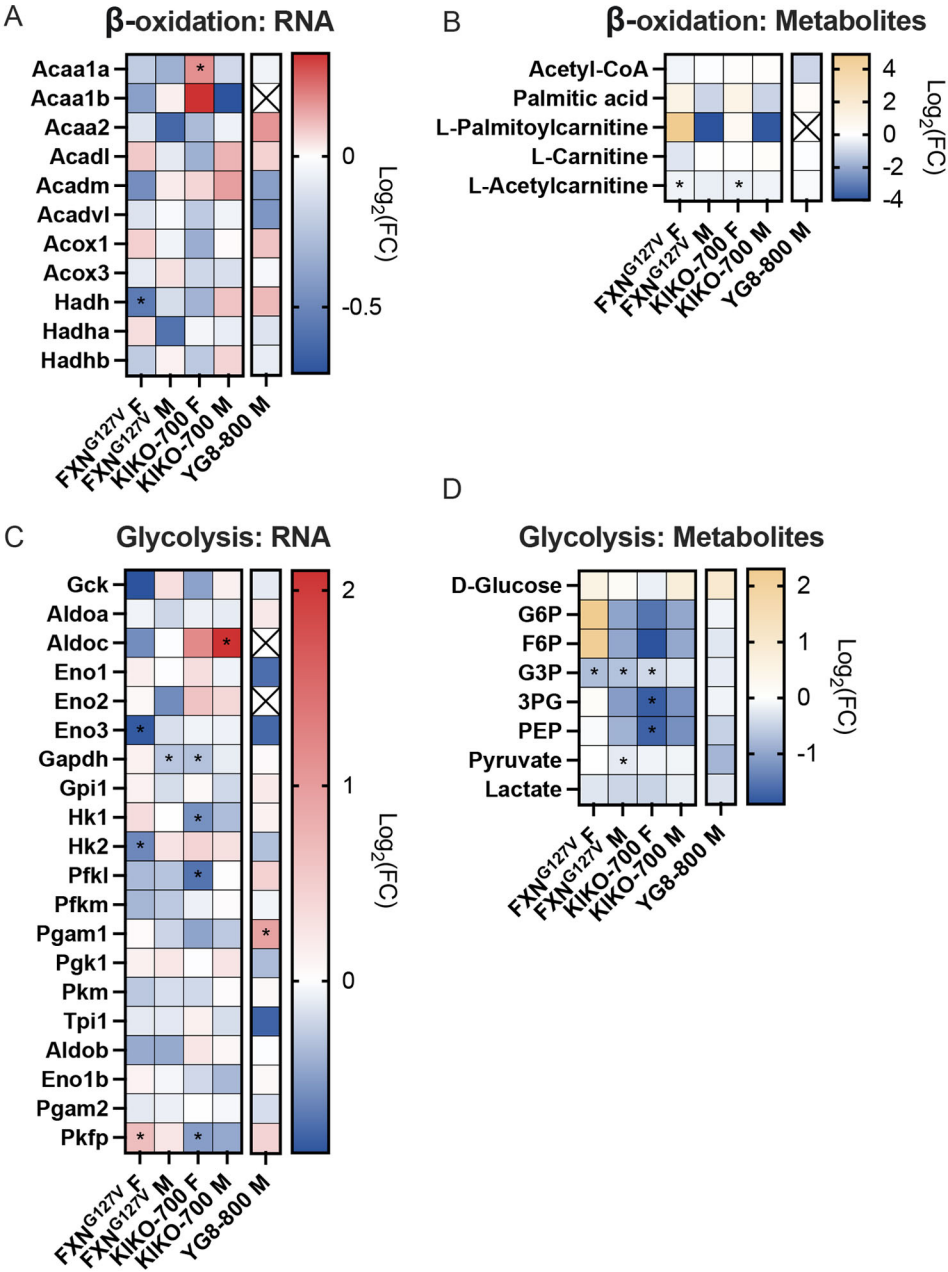
**Normal expression of β-oxidation and glycolysis genes and metabolites in all three FXN-deficiency models.** (A,C) Heatmaps showing the expression of genes related to β-oxidation (KEGG module M00087; A) and glycolysis (KEGG module M00001; C), in which red indicates increased gene expression and blue indicates decreased gene expression. ‘X’ indicates that a gene was not detected by RNAseq. F, female; M, male. (B,D) Heatmaps showing the abundance of metabolites related to β-oxidation (B) and glycolysis (D), in which yellow indicates increased abundance and blue indicates decreased abundance. G6P, glucose-6 phosphate; F6P, fructose-6 phosphate; G3P, glycerol-3-phosphate; 3PG, 3-phosphoglyceric acid; PEP, phosphoenolpyruvic acid. In all heatmaps, expression is represented as Log_2_[fold change (FC)]. *n*=3/sex/genotype 18-month-old FXN^G127V^ and KIKO-800 and *n*=4 18-month-old YG8-800 mice. Transcriptomics statistical analyses were performed with moderated *t*-test. Metabolomics statistical analyses were performed with unpaired two-tailed Student’s *t*-test, *P<0.05.

### Transcriptional and metabolic profiles of ISR^mt^ are only evident in FXN^G127V^ hearts

Unbiased integrated pathway analysis of the three models of FXN deficiency highlighted enrichment of pathways that may suggest ISR^mt^ activation in FXN^G127V^ and KIKO-700 hearts. Therefore, to characterize ISR^mt^-related pathways in depth, we first performed targeted analysis of the expression of canonical ISR^mt^-related genes (Forsstrom et al., 2019). In FXN^G127V^ hearts, there was upregulation of the expression of cytokine *Gdf15*, transcription factor *Trib3* and asparagine synthetase (*Asns*), indicative of cardiac ISR^mt^ activation (Fig. 6A) (Dogan et al., 2014; Forsstrom et al., 2019; Kaspar et al., 2021; Khan et al., 2017; Kuhl et al., 2017; Nikkanen et al., 2016; Sayles et al., 2022). We also found upregulation of the transcription factors *Atf4* in female FXN^G127V^ hearts and *Atf5* in male and female FXN^G127V^ hearts, but not in the other mouse models. 

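*Atf4* stood at 34.5 ± 10.6 CPM (SD, n = 4) in the libraries labelled YG8 and 42.4 ± 8.85 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −0.30 (standard error 0.27, adjusted p = 0.904 from edgeR) (ENSMUSG00000042406, chromosome 15 of GRCm38 from 80255184 to 80257541). *Atf5* stood at 15.2 ± 6.32 CPM (SD, n = 4) in the libraries labelled YG8 and 23.02 ± 12.2 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −0.60 (standard error 0.39, adjusted p = 0.854 from edgeR) (ENSMUSG00000038539, chromosome 7 of GRCm38 from 44812256 to 44816658). Neither passed an unadjusted p under 0.05 between the groups as labelled. *Atf5* passed that threshold without WT 2 (−0.82), without YG8 2 (−0.89) and without WT 2 and WT 3 together (−0.93).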

Despite the observed transcriptional changes, we did not detect an increase in protein levels of ATF4 or ATF5 by western blotting in FXN^G127^ female and male hearts (Fig. S8A-C), probably due to translational regulation (Neill and Masson, 2023).

**Fig. 6.**
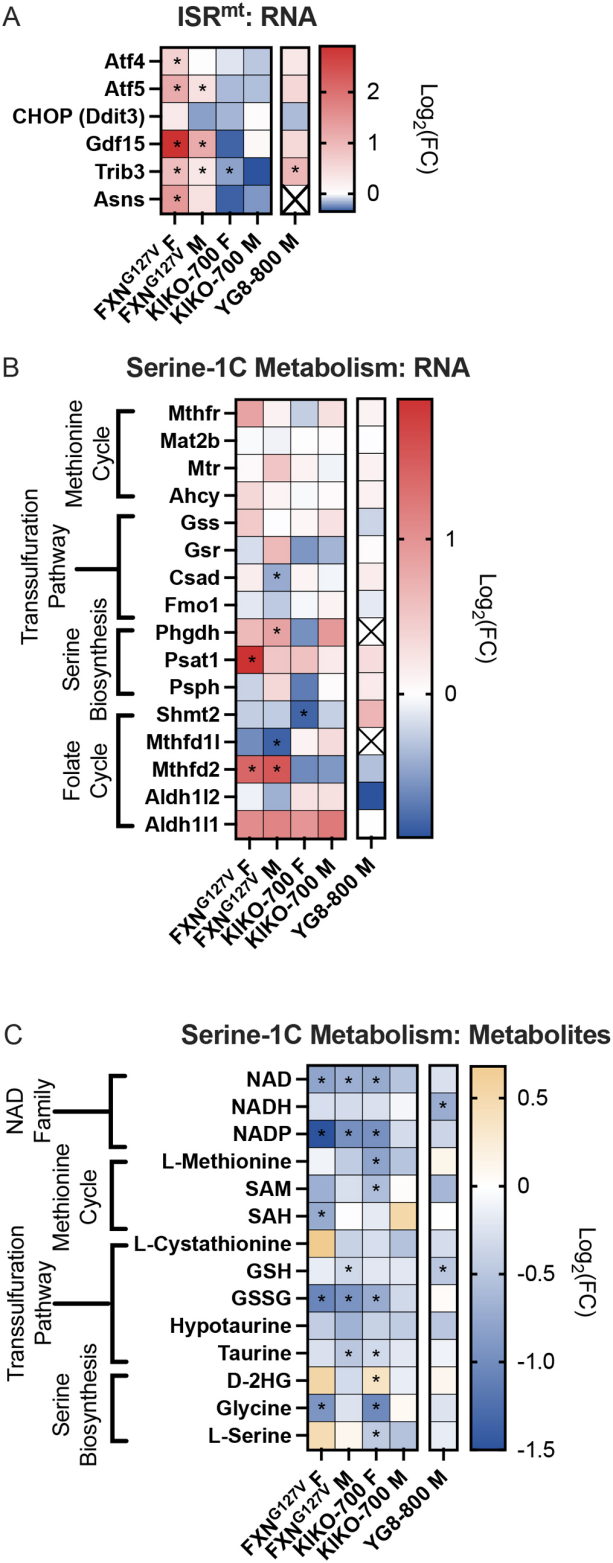
**Markers of ISR^mt^ activation and one-carbon (1C) metabolism alterations in FXN^G127V^ hearts.** (A,B) Heatmaps showing the expression of genes related to ISR^mt^ (A) and serine-1C metabolism (B). (C) Heatmap showing the abundance of metabolites related to serine-1C metabolism, including NAD family, methionine cycle, transsulfuration pathway and serine biosynthesis metabolites. *n*=3/sex/genotype 18-month-old FXN^G127V^ and KIKO-800 and *n*=4 18-month-old YG8-800 mice. Transcriptomics statistical analyses were performed with moderated *t*-test. Metabolomics statistical analyses were performed with unpaired two-tailed Student’s *t*-test, *P<0.05.

Metabolic remodeling associated with ISR^mt^ includes the upregulation of serine-1C metabolism (Mehrmohamadi et al., 2014; Nikkanen et al., 2016). 

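*Cdo1*, the cysteine dioxygenase that draws on the product of transsulfuration, was lower in the libraries labelled YG8 (ENSMUSG00000033022, chromosome 18 of GRCm38 from 46713193 to 46728395). It stood at 2.67 ± 1.05 CPM (SD, n = 4) in the libraries labelled YG8 and 10.1 ± 6.74 CPM (SD, n = 4) in those labelled WT, a log2 fold change of −1.95 (standard error 0.49, adjusted p = 0.786 from edgeR). Of 24 tested genes of serine-1C metabolism, it was the 1 to pass an unadjusted p under 0.05 and the 1 lower when adjusted over the list alone. *Psat1*, of serine synthesis, had a log2 fold change of −0.37 (standard error 0.55) and *Mthfd2*, of the mitochondrial folate cycle, 0.19 (standard error 0.44). *Phgdh* held too few counts to be tested. In WT 2, WT 1, WT 4 and WT 3 *Cdo1* stood at 17.5, 14.1, 5.25 and 3.60 CPM, in the order of the adipocyte markers (mean log2 CPM 4.12, 3.67, 3.25 and 2.05), an order not kept in the libraries labelled YG8. Of 8 adipocyte markers 4 were lower at an unadjusted p under 0.05 (camera, adjusted p = 0.0599), so *Cdo1* is not set apart from them here. The list's median was −0.11, with an adjusted p of 0.137 by camera. The sign of *Mthfd2* turned with library size alone (−0.060), without WT 2 (−0.074), without YG8 1 (−0.010) and without WT 2 and WT 3 together (−0.25).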

We examined all genes of the serine-1C metabolism pathway and found that most of these genes were unchanged in the KIKO-700 and YG8-800 models (Fig. 6B). In FXN^G127V^ hearts, however, there was significant upregulation of serine biosynthesis pathway genes, *Phgdh* in males and *Psat1* in females, as well as the folate cycle gene *Mthfd2* in males and females (Fig. 6B). However, when we analyzed the expression of PSAT1 and MTHFD2 by western blotting, we only observed an increase in MTHFD2 in male FXN^G127V^ hearts (Fig. S8A,D,E). The elevation of serine-1C metabolism promotes the transsulfuration pathway for the methionine cycle to enhance glutathione (GSH) production and antioxidant defenses (Wu and Storey, 2021). However, the levels of GSH and oxidized glutathione (GSSG) in FXN^G127V^ hearts were decreased (Fig. 6C), suggesting that the glutathione biosynthetic pathway is unable to meet the demands of increased oxidative stress. Of note, NAD and NADP levels were decreased in all three models, by a greater degree in FXN^G127V^ hearts (Fig. 6C). Although the metabolic consequences of these alterations remain to be further elucidated, NAD depletion was reported in a mouse model of cardiac-specific FXN cKO in association with perturbations of SIRT1 activity and the NAD salvage pathway (Chiang et al., 2021). 

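*Gsta1*, a glutathione S-transferase, was the 1 of 31 tested glutathione enzymes to pass an unadjusted p under 0.05 between the libraries labelled YG8 and WT (ENSMUSG00000074183, chromosome 9 of GRCm38 from 78230656 to 78242684). It stood at 2.32 ± 0.768 CPM (SD, n = 4) in the libraries labelled YG8 and 1.13 ± 0.549 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 1.11 (standard error 0.48, adjusted p = 0.815 from edgeR). The peroxidases *Gpx3* and *Gpx8* had log2 fold changes of −0.43 (standard error 0.34) and −0.14 (standard error 0.27). The list's median was 0.11, which turned to −0.08 with library size alone, with an adjusted p of 0.195 by camera and 0 genes when adjusted over the list alone. *Gsta1* missed the unadjusted threshold with library size alone or the *Xist* covariate and without WT 1, WT 2, YG8 2 or YG8 4 (0.83 to 1.02). *Gpx3* passed it without WT 2 and WT 3 together (−0.74).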

Next, we analyzed the expression of all detected GSH-linked antioxidant peroxidases (Gpx genes), S-transferases (Gst genes) and glutaredoxins (Glrx genes) and only found increased expression of *Gpx3* and *Gpx8* in FXN^G127V^ hearts (Fig. S9A). Owing to reduced glutathione and changes in glutathione metabolism gene expression in FXN^G127V^ hearts, we investigated protein glutathionylation, a posttranslational modification that protects proteins from irreversible oxidation (Andreadou et al., 2021). There was no statistically significant difference in protein glutathionylation between FXN^G127V^ and control hearts (Fig. S9B). Furthermore, we did not observe changes in malondialdehyde, a marker of lipid peroxidation (Fig. S9C). Next, we investigated the expression of other antioxidants, including peroxiredoxins (Prdx genes), superoxide dismutases (Sod genes) and NRF2-driven genes, and found no changes (Fig. S9D). In addition, we analyzed the expression of NADPH oxidase (NOX2/4) components, as increased expression of these enzymes has been associated with ISR^mt^ activation and linked to reactive oxygen species production and stress signaling (Chen et al., 2012; Nabeebaccus et al., 2017; Zhao et al., 2015), and did not see significant alterations in any of the models, except for *Ncf1* (NOX2 complex subunit) upregulation in FXN^G127V^ male hearts (Fig. S9E). 

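None of 17 tested antioxidant genes passed an unadjusted p under 0.05 between the libraries labelled YG8 and WT. The superoxide dismutase *Sod1* stood at 481 ± 58.5 CPM (SD, n = 4) in the libraries labelled YG8 and 339 ± 102 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 0.51 (standard error 0.27, adjusted p = 0.839 from edgeR) (ENSMUSG00000022982, chromosome 16 of GRCm38 from 90220754 to 90226329). Catalase (*Cat*) had a log2 fold change of −0.47 (standard error 0.24). The list's median was 0.17, with 11 genes above 0 and 6 below and an adjusted p of 0.213 by camera. *Sod1* passed the unadjusted threshold without WT 4 (0.73) and *Cat* with library size alone (−0.72) and without WT 3 (−0.62).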

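*Ncf1*, a subunit of the NOX2 complex, stood at 5.32 ± 1.56 CPM (SD, n = 4) in the libraries labelled YG8 and 6.25 ± 1.44 CPM (SD, n = 4) in those labelled WT (ENSMUSG00000015950, chromosome 5 of GRCm38 from 134220053 to 134229625). Its log2 fold change of −0.22 (standard error 0.31, adjusted p = 0.932 from edgeR) did not pass an unadjusted p under 0.05. Of 7 listed components of NADPH oxidase 4 were tested, and 0 passed that threshold. Their median was 0.03, with 2 genes above 0 and 2 below, and it turned to −0.013 with upper-quartile factors and −0.18 with library size alone.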

Overall, we identified a transcriptional response associated with ISR^mt^ activation in FXN^G127V^ hearts. This moderate response seems to be capable of protecting the heart against oxidative stress, as shown by the absence of increased lipid peroxidation.

### Early ISR^mt^ activation in FXN^G127V^ hearts in the absence of defects in the activity of Fe-S cluster-dependent enzymes

Previous studies have shown that ISR^mt^ progresses in temporal stages (Forsstrom et al., 2019) and, when chronically activated, leads to sustained metabolic alterations that contribute to cardiomyopathy (Sayles et al., 2022). Because 18-month-old FXN^G127V^ mice showed the most evidence of cardiac ISR^mt^ activation among the three mouse models we studied, we wanted to investigate ISR^mt^ markers at an earlier time point in these mice. At 6 months of age, we found an increase in the expression of *Fgf21* in female and male FXN^G127V^ hearts and upregulation of *Gdf15* and *Mthfd2* in male FXN^G127V^ hearts (Fig. 7A). However, we did not find alterations in the expression of other established ISR^mt^ genes, including *Atf4*, *Atf5*, *Psat1* and *Asns*. These findings are consistent with the initial disease phase of ISR^mt^, originally described in skeletal muscle (Forsstrom et al., 2019), in which elevation of a key mediator of metabolic remodeling, *Fgf21*, accompanied by increased *Gdf15* and *Mthfd2* expression, was shown to be involved in the progression of ISR^mt^.

**Fig. 7.**
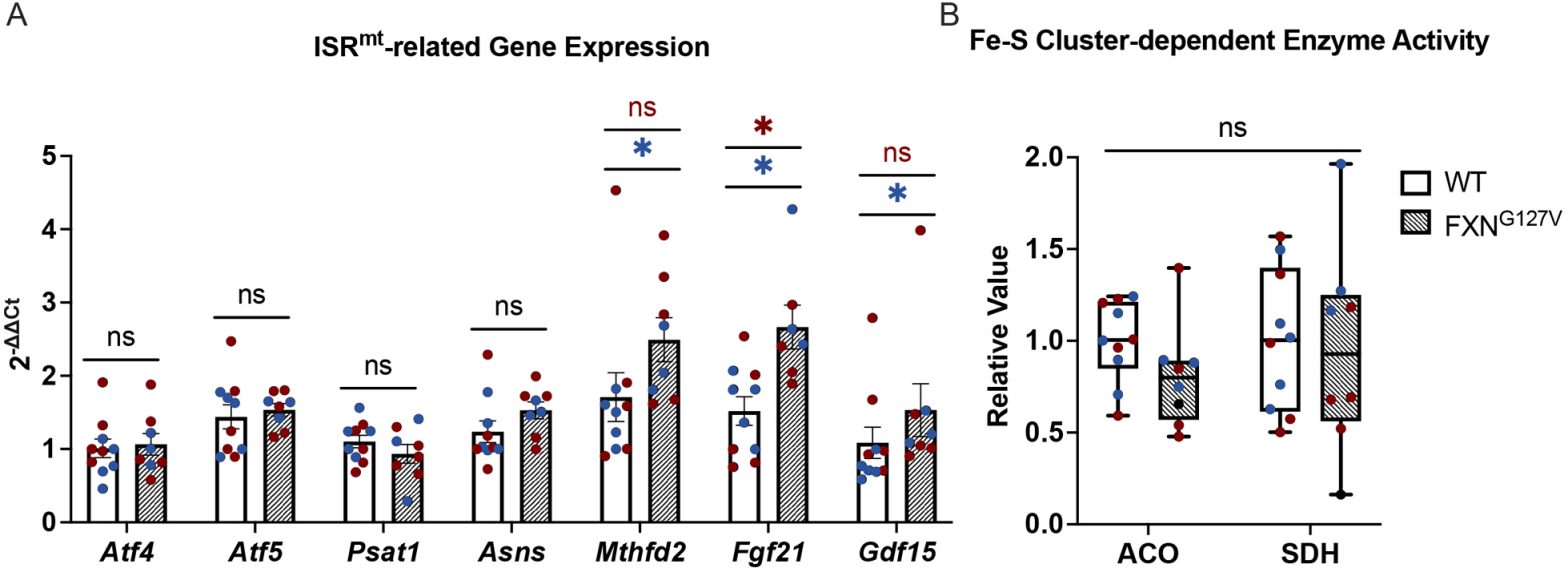
**Early markers of ISR^mt^ in male FXN^G127V^ hearts.** (A) mRNA expression of genes related to ISR^mt^ (*n*=5/sex 6-month-old mice, except *n*=3 for FXN^G127V^ males). Expression is normalized to *Gapdh* expression. Data are mean±s.e.m. (B) Activity of Fe-S cluster-dependent enzymes ACO and SDH in 6-month-old mice. Values are relative to those in WT littermate controls. Data are presented as a box-and-whisker plot: whiskers extend from the minimum to maximum values; lines indicate the median; boxes indicate the 25th and 75th percentiles. Blue circles represent male samples and maroon circles represent female samples. Statistical analyses were performed with unpaired two-tailed Student's *t*-test, *P<0.05; ns, not significant.

In patients with FA, insufficient levels of FXN lead to decreased Fe-S cluster biogenesis, resulting in impairment of Fe-S cluster-dependent enzyme activity, including aconitase (ACO) and succinate dehydrogenase (SDH) (Puccio and Koenig, 2000; Rotig et al., 1997). Therefore, we wanted to investigate whether the severe FXN deficiency seen in FXN^G127V^ hearts (<1% residual FXN, Fig. 3A) causes an enzymatic defect that might contribute to mitochondrial dysfunction and ISR^mt^. Surprisingly, however, ACO and SDH activities were not decreased in FXN^G127V^ hearts compared to those in sex- and age-matched controls at 6 months (Fig. 7B). Together, these data suggest that very low levels of FXN are sufficient to maintain Fe-S-dependent enzymatic function for at least 6 months and that ISR^mt^ can be initiated independently of the function of these enzymes.

## DISCUSSION

The ISR^mt^ is an evolutionarily conserved adaptive response designed to help the heart face periods of acute stress (Eckl et al., 2021). However, if chronic and unresolved, as in the case of genetically determined mitochondrial diseases, it can become ‘maladaptive’ and cause detrimental metabolic imbalances that could contribute to heart failure (Smyrnias, 2021). One-carbon metabolism is a major metabolic pathway upregulated under ISR^mt^ conditions (Mehrmohamadi et al., 2014; Nikkanen et al., 2016). Interestingly, metabolic perturbations that included markers of dysregulated 1C metabolism were found in serum from FA patients (O'Connell et al., 2022). Although the cardiac origin of these markers remains to be established, these findings suggest the involvement of ISR^mt^ in FA. Furthermore, ISR^mt^ activation has been reported in models of genetic deletion or silencing of cardiac FXN (Huang et al., 2013; Tong et al., 2022; Vasquez-Trincado et al., 2021). Although these models suggest that chronic ISR^mt^ is associated with FXN loss, the complete loss of FXN does not accurately reflect the human disease, where there are variable amounts of residual FXN in the heart. Therefore, investigation of ISR^mt^ and a clearer understanding of its metabolic consequences in mouse models of FA that are genetically more representative of the condition in human patients is needed to determine whether this pathway could be targeted therapeutically. Here, we investigated cardiac ISR^mt^ in YG8-800, KIKO-700 and FXN^G127V^ mouse models, which have varying degrees of FXN deficiency. We chose to perform a multi-omic characterization of the heart of 18-month-old (aged) mice because these mice are viable up to this age and we wanted to maximize the probability of identifying biomarkers of mitochondrial stress.

The three models had varying degrees of cardiac FXN deficiency, with the most severe reduction observed in FXN^G127V^ hearts, in which there was ∼1% residual FXN. Interestingly, despite having longer GAA expansions, the levels of FXN in both YG8-800 and KIKO-700 hearts were comparable to the FXN levels reported in YG8sR (200 GAA repeats) (Anjomani Virmouni et al., 2015) and KIKO-230 (230 GAA repeats) (Miranda et al., 2002) mouse models. This suggests that mouse models of GAA expansion do not fully recapitulate the human disease, in which there is an inverse correlation between expansion size and levels of FXN (Koeppen, 2011).

Unbiased analyses of the transcriptomes and metabolomes of hearts from these FA mouse models identified OXPHOS and fatty acid metabolism among the most significantly altered pathways in YG8-800 hearts, while 1C and amino acid metabolism were among the most altered pathways in KIKO-700 and FXN^G127V^ hearts. Pyrimidine and glutathione biosynthesis were also altered in FXN^G127V^ hearts. Furthermore, we observed enrichment of pathways related to cardiac stress and cardiomyopathy in all three models. These findings provide evidence of moderate cardiac ISR^mt^-related perturbations in these mice, although severe cardiomyopathy symptoms have not been described in these mouse models. When we investigated individual markers of ISR^mt^, *Atf4/5* and *Mthfd2* were only upregulated in FXN^G127V^ hearts. The reason for differences in ISR^mt^ marker expression between FXN^G127V^ and the other mouse models remains to be fully elucidated. However, the most evident difference between the FXN^G127V^ and the YG8-800 and KIKO-700 mouse models is the level of residual FXN. It was suggested, based on findings in the inducible *Fxn* silencing model, that 20% residual FXN is sufficient to prevent OXPHOS impairment, cardiac dysfunction and related metabolic responses (Vasquez-Trincado et al., 2021). With the caveat that this model has postnatal silencing of *Fxn*, unlike the human disease, where patients presumably have reduced FXN levels since embryonic development, these data suggest that the threshold for cardiac involvement of ISR^mt^ is below 20% residual FXN in the mouse. Both the YG8-800 and KIKO-700 mouse models have more than 20% FXN in the heart, likely explaining the lack of alterations of cardiomyopathy and stress markers.

Hearts from the FXN^G127V^ mice displayed markers of ISR^mt^ progression. Based on a time-course analysis of ISR^mt^ in skeletal muscle of a mouse model of mitochondrial myopathy, early and late stages were described (Forsstrom et al., 2019). In the 6-month-old cohort of FXN^G127V^ male mice, we found increased expression of markers of early ISR^mt^, including *Mthfd2*, *Gdf15* and *Fgf21*. These markers were also shown to be upregulated prior to *Atf4/5* gene expression changes in a mouse model of mitochondrial cardiomyopathy (Sayles et al., 2022). Despite the extremely low levels of FXN in FXN^G127V^ hearts, the activities of Fe-S cluster-dependent enzymes ACO and SDH were unchanged at 6 months of age, suggesting that ISR^mt^ in the mouse heart can start prior to the onset of bioenergetic defects, like in a previously described model of mitochondrial cardiomyopathy (Sayles et al., 2022). At 18 months of age, both male and female FXN^G127V^ hearts express markers of ISR^mt^. The earlier activation of ISR^mt^ in males suggests sexual dimorphism due to unknown mechanisms. Future studies will investigate the time of onset of ISR^mt^ in the female FXN^G127V^ hearts and the potential role of sex hormones in delaying ISR^mt^ activation.

Our findings highlight important differences among the FXN^G127V^ model and the *Fxn* GAA repeat expansion models (YG8-800 and KIKO-700). We propose that only the FXN^G127V^ mutation causes sufficiently low levels of FXN in the mouse heart to trigger the upregulation of specific ISR^mt^ genes. The dramatic decrease (<1% residual FXN), however, did not result in a fatal cardiomyopathy, at least up to 18 months, unlike the cKO model, nor did it cause ACO and SDH enzymatic defects. Therefore, the mechanisms of ISR^mt^ induction in response to FXN loss in this model remain to be elucidated. A putative mechanism could involve defective FXN maturation due to the FXN^G127V^ mutation, which could be a source of proteotoxic stress in mitochondria. However, recent evidence indicates that residual G127V FXN retained its mitochondrial localization (Fil et al., 2023). Furthermore, studies of the human G130V FXN showed that this variant did not alter its interaction with Fe-S cluster biogenesis machinery (Schmucker et al., 2011). Therefore, even very low levels of FXN may be sufficient for mitochondrial Fe-S cluster biogenesis in the mouse heart.

In summary, we have shown that the ISR^mt^ may arise in the heart of mouse models with varying levels of FXN. However, there are limitations to these models, as they only develop a partial cardiac mitochondrial stress response, which complicate studies of mechanisms and clinical implications. Second, unlike in humans, the threshold for preservation of cardiac function appears to be as low as 1% residual FXN. Furthermore, the normal survival of these mice is very different from the disease outcome in humans. Lastly, unlike in FA patients, we did not observe an inverse correlation between GAA expansion and FXN levels in YG8-800 and KIKO-700 hearts. These findings further highlight the difficulty in modeling FA cardiomyopathy in murine models.

## MATERIALS AND METHODS

### Mouse models

All animal procedures were conducted in accordance with Weill Cornell Medicine, University of Alabama at Birmingham and Institut de Génétique et de Biologie Moléculaire et Cellulaire Animal Care and Use Committees, and were performed according to the Guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health. YG8-800 mice were generated from the previously published YG8sR (Anjomani Virmouni et al., 2015) and are available from The Jackson Laboratory [*Fxn^em2.1Lutzy^* Tg(FXN)YG8Pook/800J, stock #030395]. CRISPR/Cas9-generated FXN^G127V^ mice were previously generated (Fil et al., 2020). Mice were euthanized by cervical dislocation.

The KIKO-700 mouse strain was generated using a standard homologous recombination approach on the C57BL/6 background. First, a 12.3 kbp genomic DNA used to construct the targeting vector was subcloned from a positively identified C57BL/6 fosmid clone (WI1-1938E18). The region was designed such that the 5′ homology arm extends ∼7.9 kbp to the human sequence with GAA repeats and the FRT-flanked neomycin (Neo) cassette. The 3′ homology arm extends ∼3.4 kbp from the Neo cassette. The human sequence with GAA repeats and Neo cassette was inserted 1,400 bp downstream of mouse *Fxn* exon 1. The human sequence containing ∼700 GAA repeats was amplified by PCR using genomic DNA isolated from FA patient cells as described (Li et al., 2016). The targeting vector was confirmed by restriction analysis and sequencing after each modification step. Subsequently, the construct containing ∼700 GAAs was transfected into FLP C57BL/6 embryonic stem cells (Ingenious) and positive clones were identified by neomycin selection. Genomic DNA was isolated from 400 embryonic stem cell clones and screened for correct integration and appropriate length of the GAA tract. Only 7% of clones harbored a tract of ∼700 GAAs. The selection cassette was removed using FLP recombinase. Five separate injection sets were conducted, resulting in successful generation of two chimeras. Subsequently, chimeras were bred with WT B6 mice to obtain fully heterozygous KI (*Fxn^+/700^*) animals. The FLP allele was removed by breeding with WT C57BL/6 animals. Finally, KI *Fxn^+/700^* mice were crossed with heterozygous *Fxn* mice with exon 4 deleted [*Fxn^+/−^*; B6.129(Cg)-*Fxn^tm1Mkn^*/J, stock #016842, The Jackson Laboratory] to obtain *Fxn^700/−^* (KIKO-700) study animals. All animals included in this study were genotyped, and the length of the GAA repeats was verified by repeat PCR. No significant germline instability was observed.

### RNAseq

RNA was extracted from heart tissue using TRIzol (Life Technology) and an RNeasy Mini Kit (Qiagen), according to the manufacturers’ instructions. 3′ RNAseq libraries were prepared from 500 ng RNA per sample using a Lexogen QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina and pooled for reduced run variability. Libraries were sequenced with single-end 86 bp on an Illumina NextSeq500 sequencer (Cornell Genomics Facility). All computations were performed in the R statistical environment (version >4.2.0; https://www.R-project.org/). Raw sequence reads were processed using ShortRead package (version 1.54.0) (Morgan et al., 2009). Trimmed reads were aligned to the mouse genome assembly GRCm38.94 using the Rsubread package (version 2.10.5) (Liao et al., 2019) with default parameter settings. The Rsubread::featureCounts function was used to assign mapped stranded sequencing reads to genes and count features. The Limma package (version 3.52.1) (Ritchie et al., 2015) was used to obtain normalized and variance-stabilized counts and to calculate differential gene expression. Pathway analysis for all gene expression data was performed with the gprofiler2 (Kolberg et al., 2020) and clusterProfiler (Wu et al., 2021) packages, using the GO Biological Process and KEGG databases. A false discovery rate-corrected *P*-value of <0.05 was used to determine significance. Pathways shown in the figures were condensed using the simplify function from the clusterProfiler package (Wu et al., 2021) to merge terms with more than 40% overlapping annotated genes.

### Metabolomics

Untargeted metabolomics of heart tissue was performed at Weill Cornell Medicine Meyer Cancer Center Proteomics and Metabolomics Core Facility. Briefly, 15 mg of cardiac tissue was homogenized in 80% methanol (Sigma-Aldrich) using Tissue Tearer (BioSpec) on dry ice. Samples were incubated at −80°C for 4 h. Homogenates were then centrifuged at 14,000 ***g*** for 20 min at 4°C. The supernatant was extracted and injected into liquid chromatography-mass spectrometry apparatus to measure mass-to-charge ratio. The mass spectrometry data were processed using Compound Discoverer (Thermo Fisher Scientific). An in-house Human Metabolome Database metabolite library was searched for metabolite identification based on accurate mass. Analysis of metabolite changes was performed with MetaboAnalyst (version 5.0) (Xia et al., 2009), which included the following: fold change analyses, heatmap generation, pathway enrichment analysis and joint-pathway impact analysis. Joint-pathway impact analysis was performed with hypergeometric test and with degree centrality topology applied.

### ELISA

Human or mouse FXN levels were measured by ELISA (for human, Abcam, ab176112; for mouse, Abcam, ab199078) according to the manufacturer's instructions. Briefly, protein was extracted from homogenized heart tissue using 1X Cell Extraction Buffer PTR from the relevant ELISA kit. Standards or protein lysates were incubated with the antibody cocktail for 1 h at room temperature on a plate shaker set to 400 rpm. Following washing and addition of TMB Development Solution and Stop Solution from the relevant ELISA kit, absorbance was recorded at 450 nm in a PowerWave XS (Biotek). Human and mouse FXN levels were normalized to their respective standard curve measurements.

### Western blotting

Hearts were digested in RIPA buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM beta-glycerophosphate, 1 mM Na_3_VO_4_, 1 µg/ml leupeptin; Cell Signaling Technology), and protein concentration was determined by the Bradford protein assay (Bio-Rad). Total heart lysates (25, 75 or 100 μg) were denatured in 1× Laemmli buffer (Bio-Rad) containing 2-mercaptoethanol (Sigma-Aldrich) at 95°C for 10 min, separated by electrophoresis in a 4-12% SDS-PAGE gel (Bio-Rad) and transferred to a PVDF membrane (Bio-Rad). For protein glutathionylation detection, total heart lysates (5 μg) were denatured but not reduced in 1× Laemmli buffer (without 2-mercaptoethanol), separated by electrophoresis in a 4-12% NuPAGE gel (Thermo Fisher Scientific) using MOPS buffer (Thermo Fisher Scientific) and transferred to a nitrocellulose membrane (Bio-Rad). Blots were incubated in 3% bovine serum albumin (BSA) in Tris-buffered saline (20 mM Tris, 150 mM NaCl, pH 7.6) with 1% Tween 20 for 1 h at room temperature. Primary antibodies were incubated overnight at 4°C. Secondary antibodies were incubated for 45 min at room temperature. For all blots, proteins were detected using Clarity Western ECL Blotting Substrates (Bio-Rad) and imaged on a ChemiDoc Touch (Bio-Rad). Normalization of FXN levels was determined by Ponceau S staining (Sigma-Aldrich); the remaining western blots were normalized to either GAPDH (mouse monoclonal; 1:1000; ProteinTech, 60004) or TIM23 (mouse monoclonal; 1:1000; BD Transduction Laboratories, 611222) expression. The following antibodies were used: monoclonal mouse anti-FXN (1:1000; Millipore Sigma, clone 4F9, MABN2313), polyclonal rabbit anti-FXN (1:1000; ProteinTech, 14147-1-AP), monoclonal mouse anti-ATF4 (1:1000; ProteinTech, 60035), polyclonal rabbit-anti-ATF5 (1:1000; Abcam, ab184923), polyclonal rabbit anti-PSAT1 (1:1000; ProteinTech, 10501-1-AP), polyclonal rabbit anti-MTHFD2 (1:1000; ProteinTech, 12270-AP) and monoclonal mouse anti-GSH (1:1000; ViroGen, 101-A).

### Lipid peroxidation assay

Lipid peroxidation was measured using a Lipid Peroxidation (MDA) Assay Kit (Abcam, ab118970) according to the manufacturer's instructions. Briefly, 60 μg total heart lysate was incubated with TBA reagent (from the MDA Assay Kit) at 95°C for 60 min, then brought to room temperature, generating MDA-TBA adduct. Samples were then added to a 96-well microplate, and absorbance was measured using a microplate reader (Molecular Devices, SpectraMAX) at 532 nm wavelength. Absorbance was normalized to a standard curve of known MDA concentrations.

### Quantitative PCR

RNA was extracted from heart tissue using TriZol (Life Technology), according to the manufacturer's instructions. Total mRNA (10 µg) was used for reverse transcription with SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific) in 100 µM DTT, 50 µM oligo dT, 10 mM dNTP and 40 U/µl RNAsin in a total volume of 10 µl. A PCR was performed to amplify exons. Primer sequences can be found in Table S4. Quantification of the reverse transcription PCR product was obtained on a LightCycler 480 (Roche).

### Enzymatic activity assays

ACO and SDH activity were measured as previously described (Puccio et al., 2001). Briefly, proteins were isolated from 10 mg heart tissue in 50 µl extraction buffer (10 mM KH_2_PO_4_, 2 mM EDTA and 1 mg/ml BSA). ACO activity was measured at 240 nm following the addition of 5 mM citrate in Buffer S (150 mM Tris-HCl, pH 7.4). SDH activity was measured at 600 nm following the addition of 200 mM ATP, 320 mM potassium cyanide (KCN), 5 mM succinate, 0.05 mM decylubiquinone in Buffer S. SDH activity was normalized to isocitrate dehydrogenase activity. All reagents were from Sigma-Aldrich, except for KCN (Prolabo). Activity was measured on a Cary 50 Scan UV Visible Spectrophotometer (Varian).

### Data analysis

The number of animals (biological replicates) for transcriptomics and metabolomics performed at 18 months was *n*=3/sex/genotype for FXN^G127V^ and KIKO-700 and *n*=4/genotype for YG8-800. Biological replicates for enzymatic assays and quantitative PCR were *n*=5/sex/genotype (except FXN^G127V^ males, which were *n*=3) at 6 months. Biological replicates for western blots and lipid peroxidation were *n*=2/sex/genotype. Statistical analyses were performed using Prism (GraphPad Software, version 9.1.1). Two-group comparisons were analyzed by unpaired two-tailed Student's *t-*test. Differences were considered statistically significant with a *P*-value <0.05. Data are presented as the mean±s.e.m. Pathway analysis was performed using MetaboAnalyst using the hypergeometric test and relative-betweenness centrality. Joint-pathway analysis was performed with hypergeometric test and degree centrality topology applied, and these data were integrated based on pathway level combined *P*-values for all pathways.

## Supplementary Material

10.1242/dmm.050114_sup1 Supplementary information

# Supplementary material for: Comparative multi-omic analyses of cardiac mitochondrial stress in three mouse models of frataxin deficiency
**Source:** Dis Model Mech. 2023 Oct 9;16(10):dmm050114. doi: 10.1242/dmm.050114
**Supplement:** Supplementary information

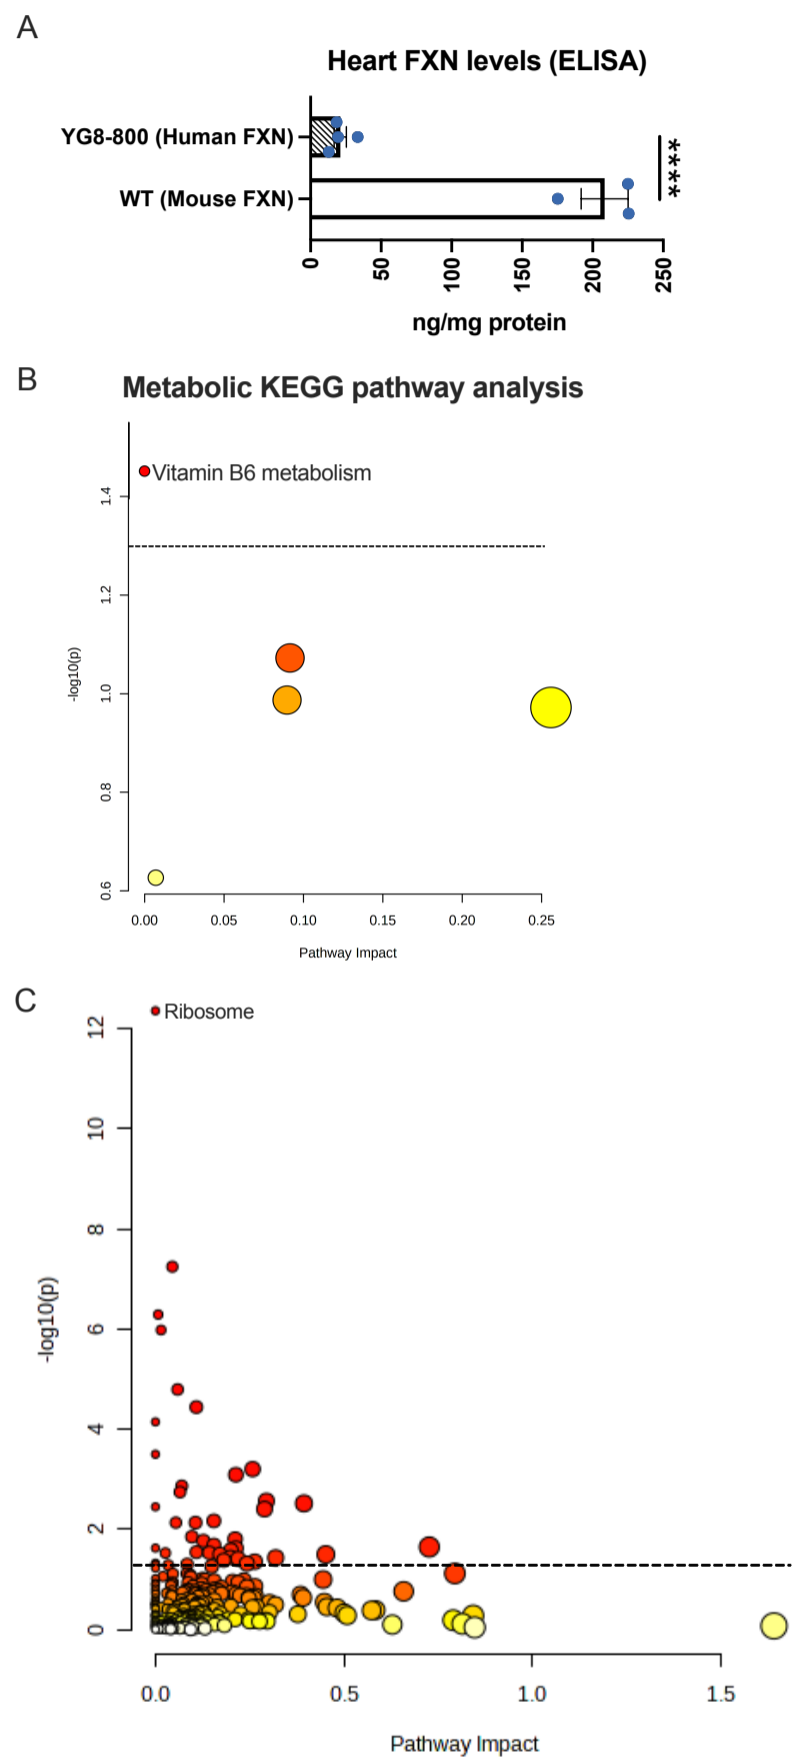

**Fig. S1. Ribosomal pathway enrichment in YG8-800 joint-pathway analysis.** (A) Measurement of mouse and human FXN by ELISA (statistical analysis was performed with unpaired two-tailed Student's t-test, \*\*\*\* $P < 0.0001$ , data represented as mean  $\pm$  SEM). (B) Unbiased metabolic KEGG pathway analysis. Significantly enriched pathways ( $-\text{Log}_{10}(p) > 1.3$ ) are labeled. (C) Integrated metabolomics and transcriptomics data from YG8-800 males including ribosomal genes.  $n=4$ /genotype 18-months old mice.

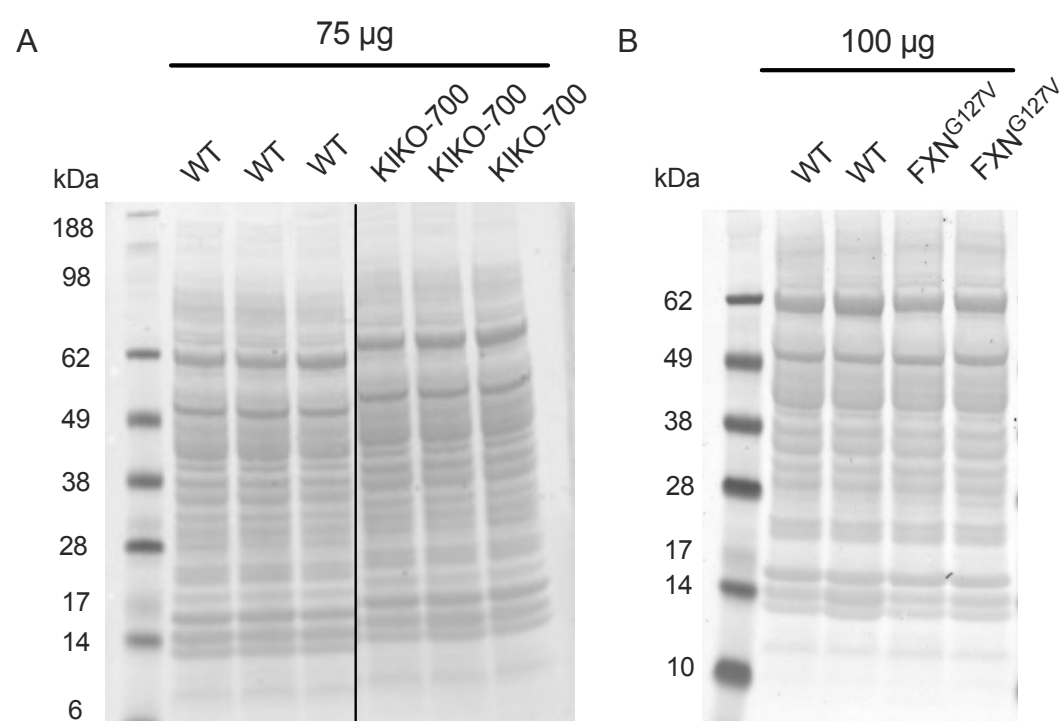

**Fig. S2. FXN normalization blots.** (A) Ponceau S staining of the membrane for KIKO-700 samples in Fig. 2A ( $n=3$ ) (B) Ponceau S staining of the membrane for FXN<sup>G127V</sup> samples, where 100 µg were loaded in Fig. 3A ( $n=2$ ).

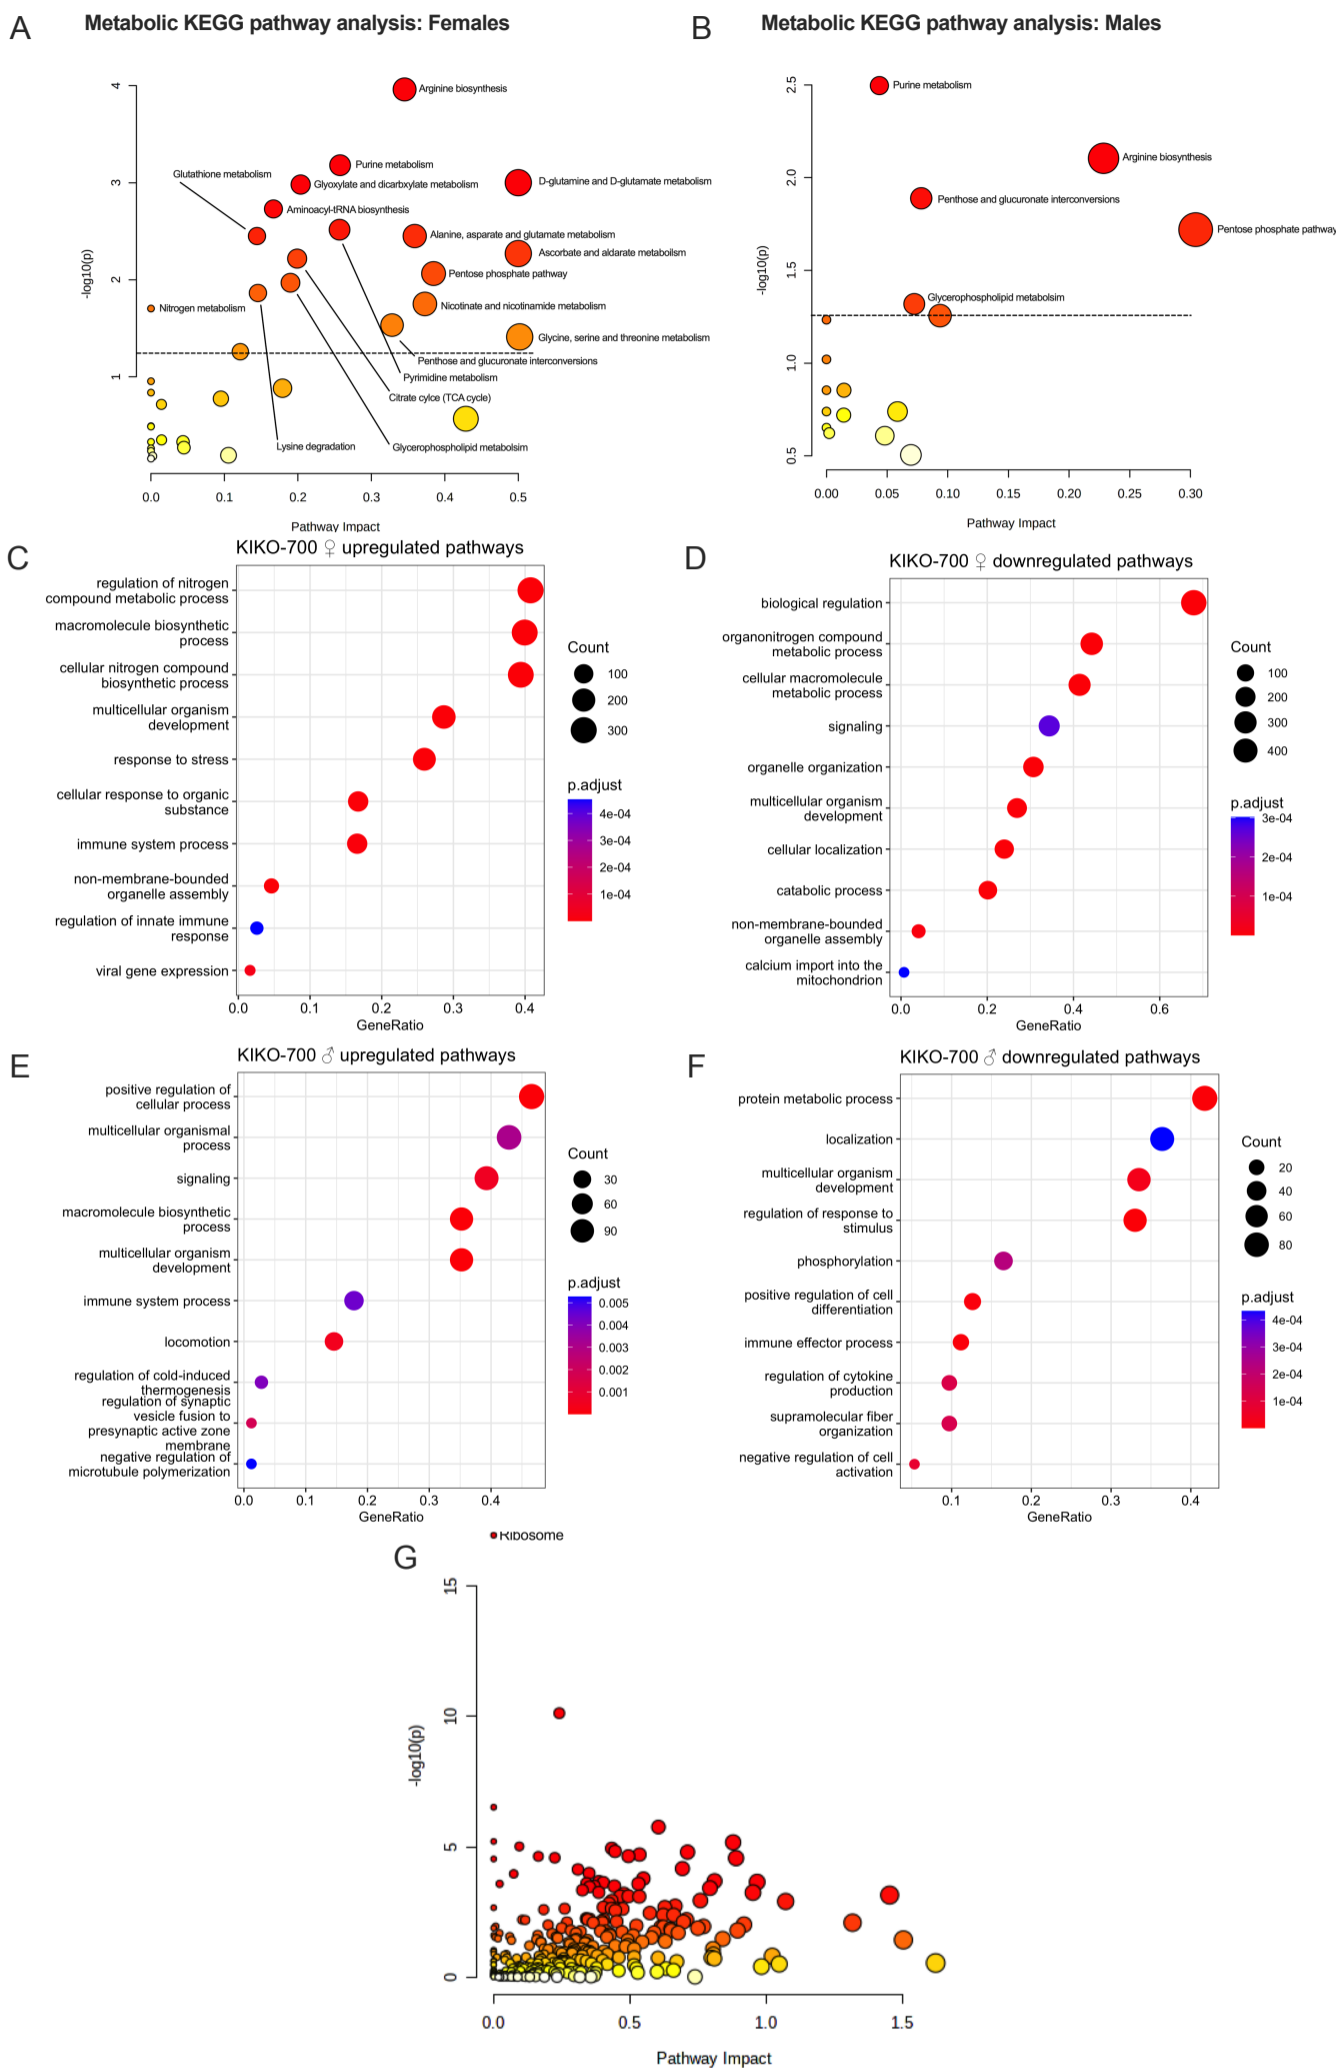

**Fig. S3. Enrichment of transcriptional and metabolic pathways associated with metabolic stress in KIKO-700 hearts.** (A, B) Unbiased metabolic KEGG pathway analysis for females (A) and males (B). (C, D) Top 10 results of unbiased GO analyses of significantly upregulated (C) or downregulated (D) genes in female KIKO-700 hearts. (E, F) Top 10 results of unbiased GO analyses of significantly upregulated (E) or downregulated (F) genes in male KIKO-700 hearts. (G) Integrated metabolomics and transcriptomics data from KIKO-700 females including ribosomal genes. *n*=3/sex/genotype 18-months old mice.

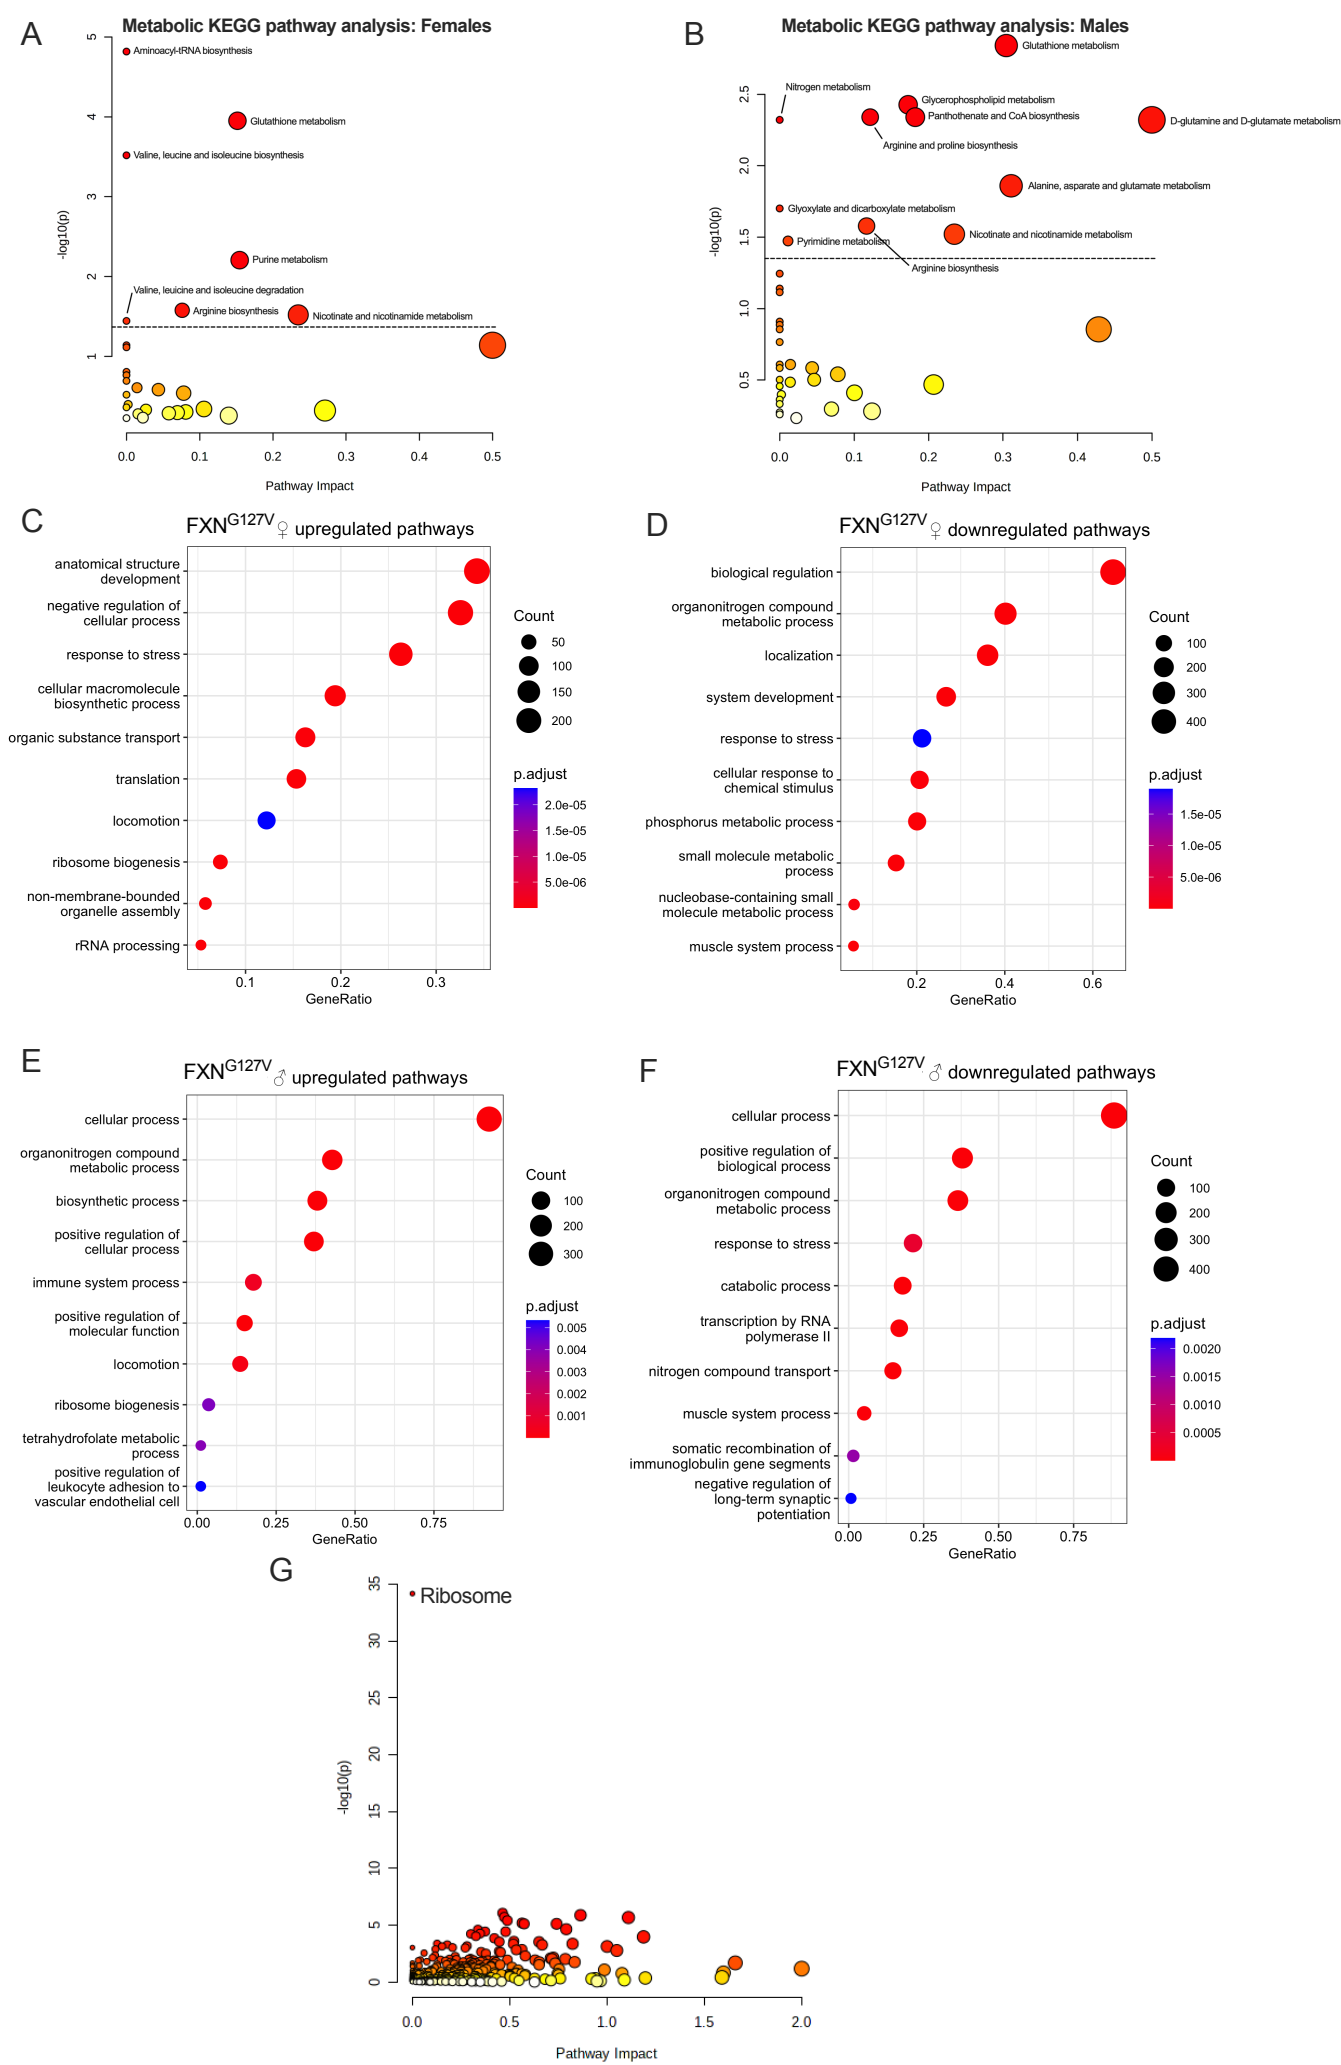

**Fig. S4. Enrichment of transcriptional and metabolic pathways associated with cardiac stress and ISR<sup>mt</sup> in FXN<sup>G127V</sup> hearts.** (A, B) Unbiased metabolic KEGG pathway analysis for females (A) and males (B). (C, D) Top 10 results of unbiased GO analyses of significantly upregulated (C) or downregulated (D) genes in female FXN<sup>G127V</sup> hearts. (E, F) Top 10 results of unbiased GO analyses of significantly upregulated (E) or downregulated (F) genes in male FXN<sup>G127V</sup> hearts. (G) Integrated metabolomics and transcriptomics data from FXN<sup>G127V</sup> females including ribosomal genes. *n*=3/sex/genotype 18-months old mice.

Hypertrophic Cardiomyopathy

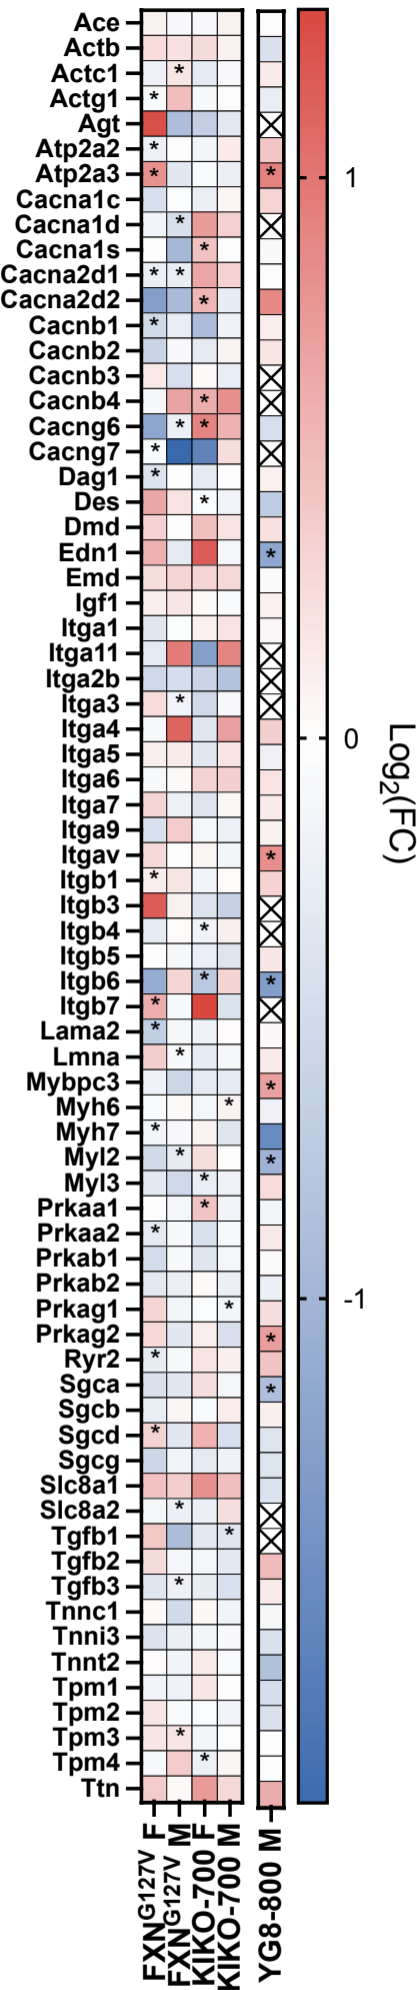

**Fig. S5. Lack of overall expression changes in hypertrophic cardiomyopathy in all three FXN-deficiency models.** Targeted gene expression analysis of the KEGG pathway “Hypertrophic Cardiomyopathy” (mmu05410) represented in a heatmap, in which red indicates increased gene expression and blue indicates decreased gene expression. ‘X’ indicates that a gene was not detected by RNAseq. F, female; M, male. Expression is represented as Log<sub>2</sub>[fold change (FC)]. *n*=3/sex/genotype 18-months old FXN<sup>G127V</sup> and KIKO-800 and *n*=4 18-months old YG8-800 mice. Transcriptomics statistical analyses were performed with moderated t-test. \**P*<0.05.

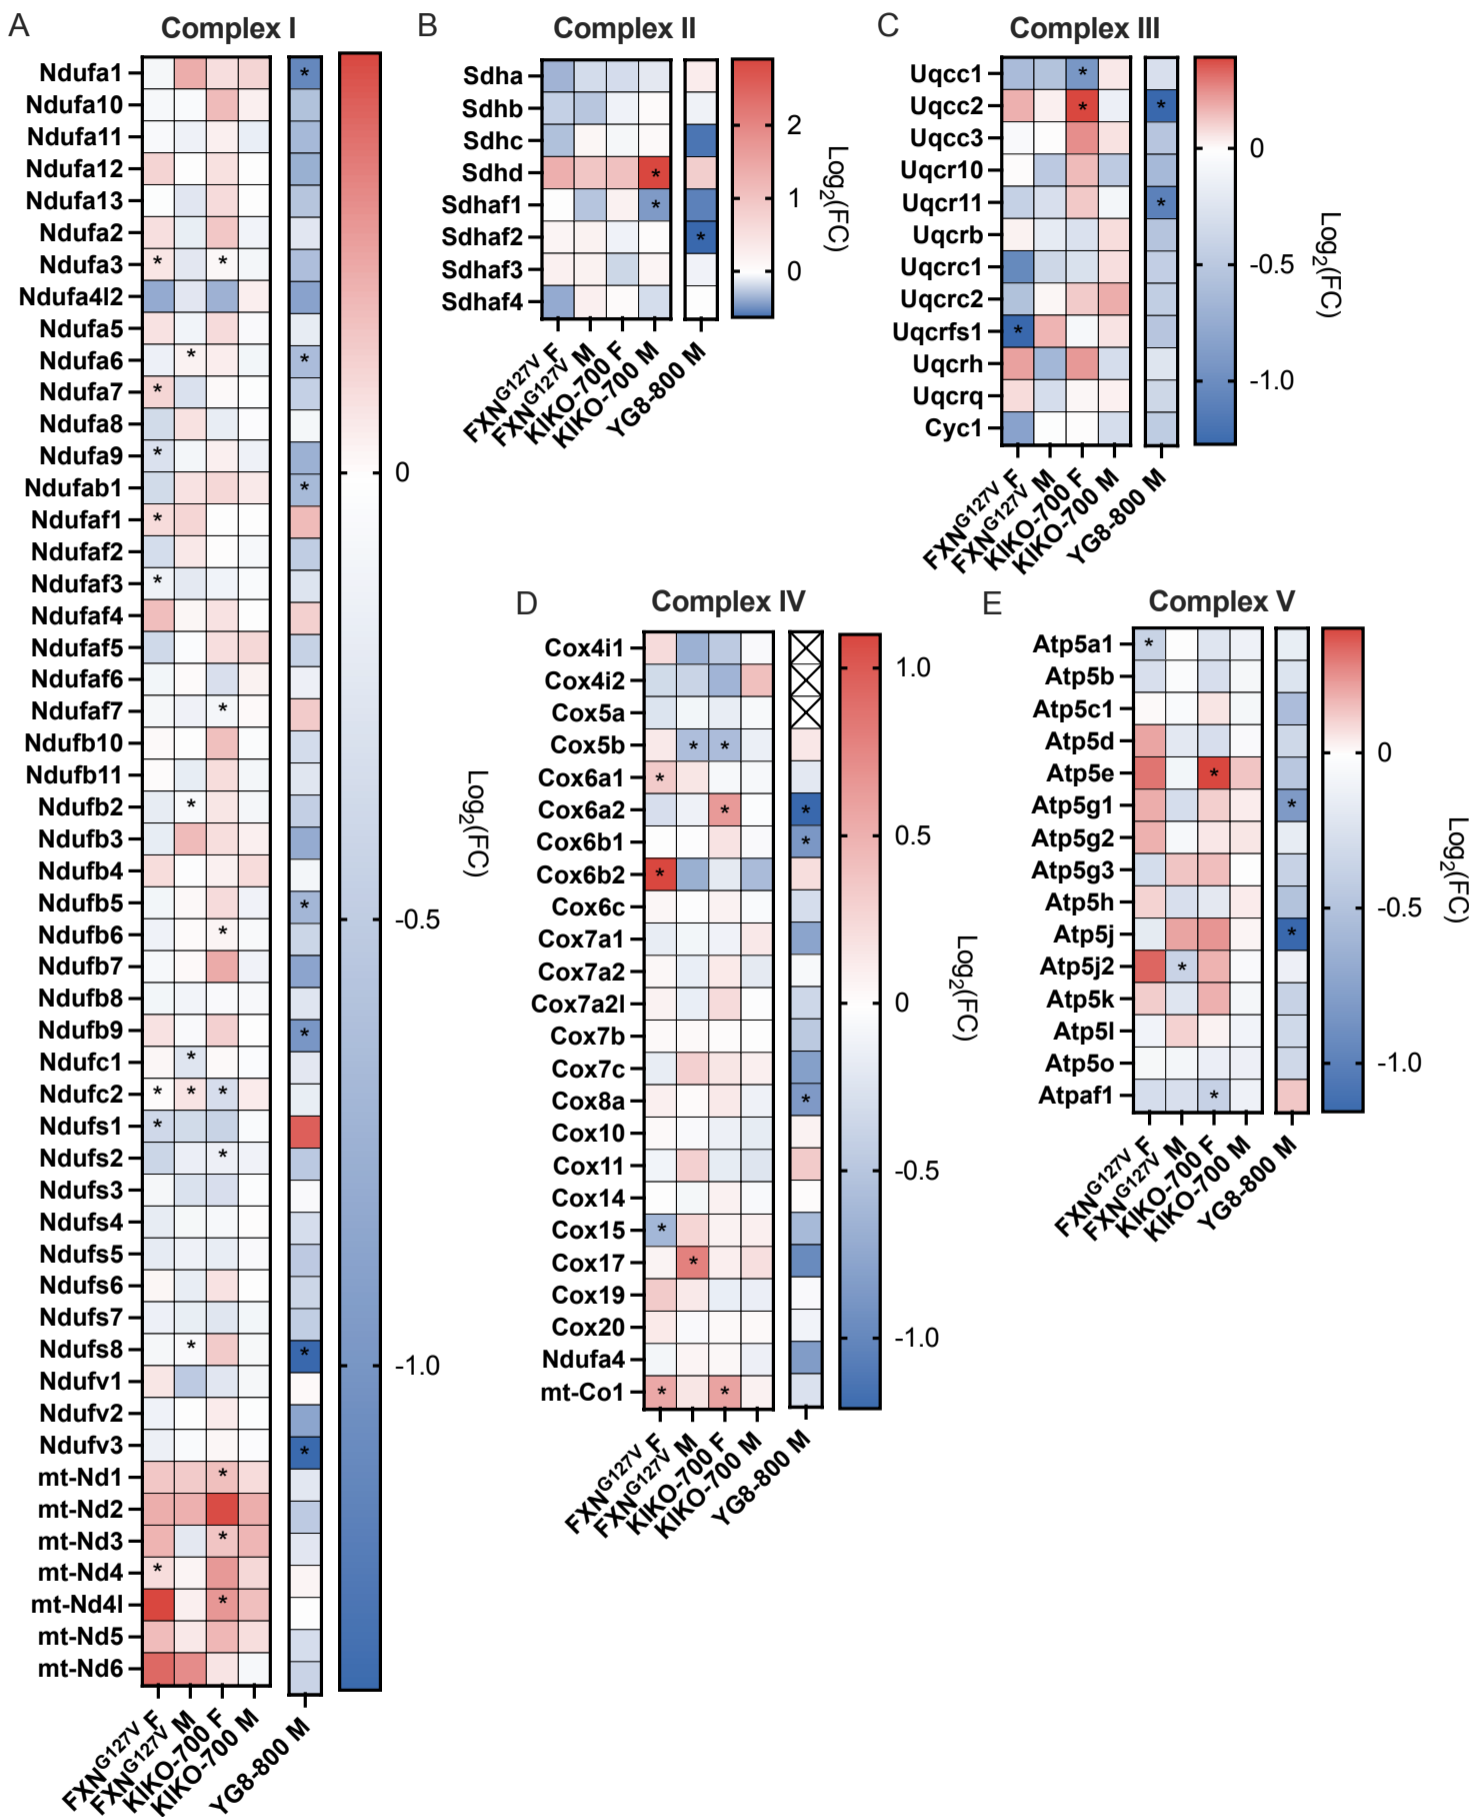

**Fig. S6. OXPHOS subunit expression is largely unchanged in the three FXN-deficiency models.** (A-E) Heatmaps showing the expression of genes related to Complex I (A), Complex II (B), Complex III (C), Complex IV (D), and Complex V (E).  $n=3/\text{sex/genotype}$  18-months old FXN<sup>G127V</sup> and KIKO-800 and  $n=4$  18-months old YG8-800 mice. Transcriptomics statistical analyses were performed with moderated t-test. \* $P<0.05$ .

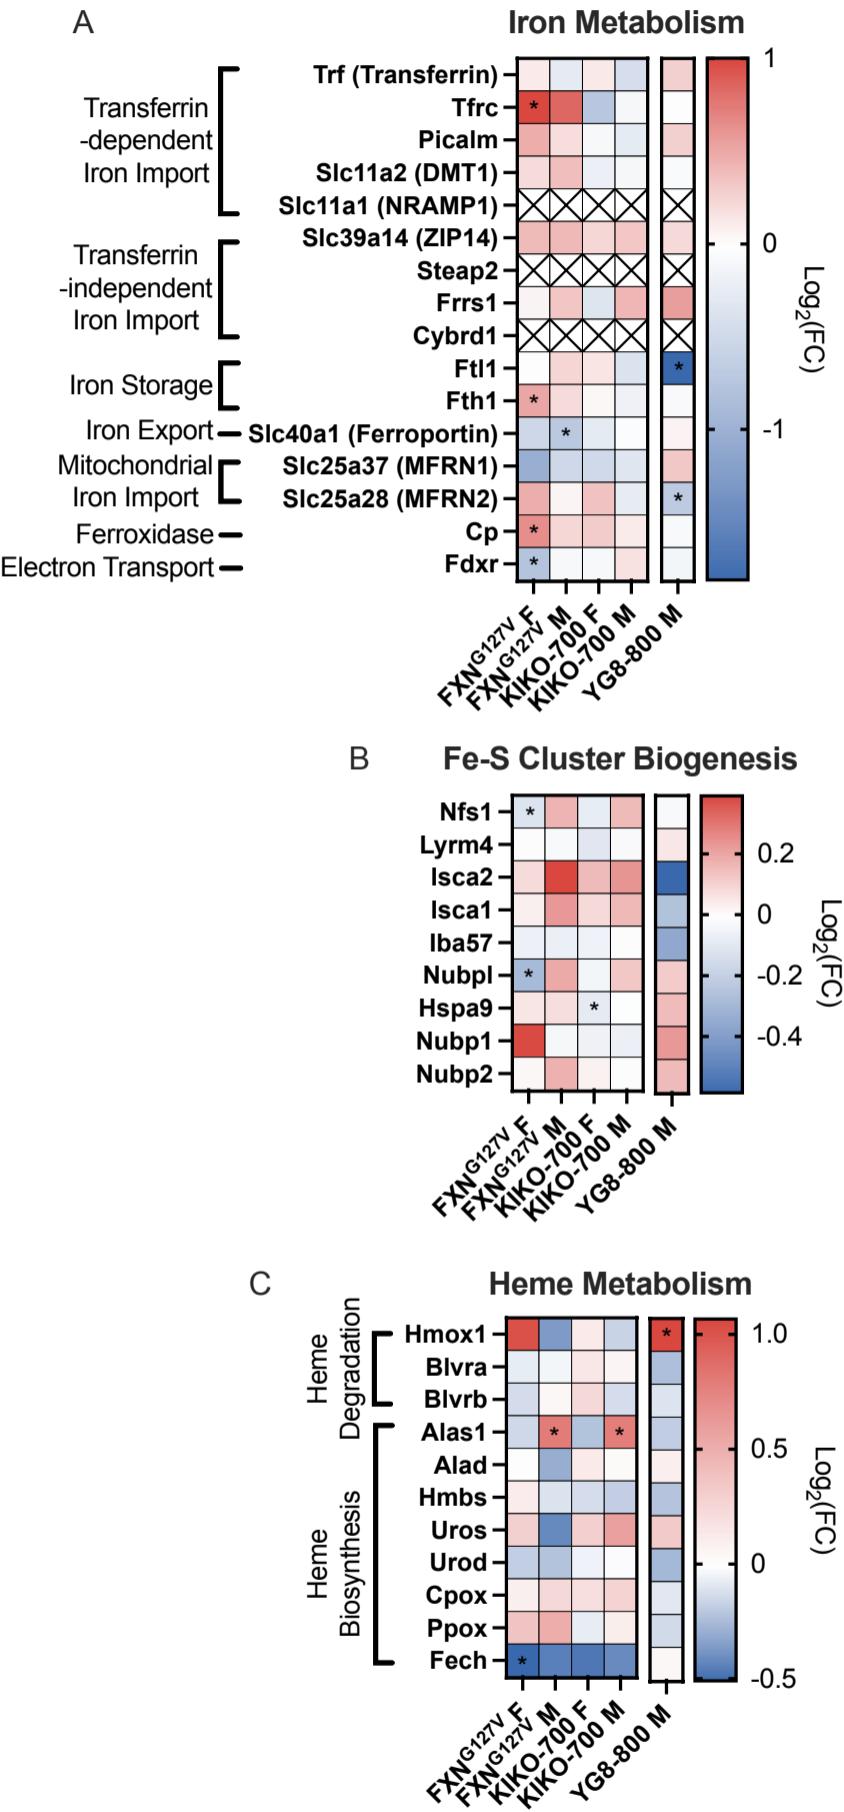

**Fig. S7. Iron metabolism gene expression is unchanged in the three FXN-deficiency models.** (A-C) Heatmap showing the expression of genes related to iron metabolism (A), Fe-S cluster biogenesis (B), and heme metabolism (C).  $n=3/\text{sex/genotype}$  18-months old FXN<sup>G127V</sup> and KIKO-800 and  $n=4$  18-months old YG8-800 mice. Transcriptomics statistical analyses were performed with moderated t-test.  $*P<0.05$ .

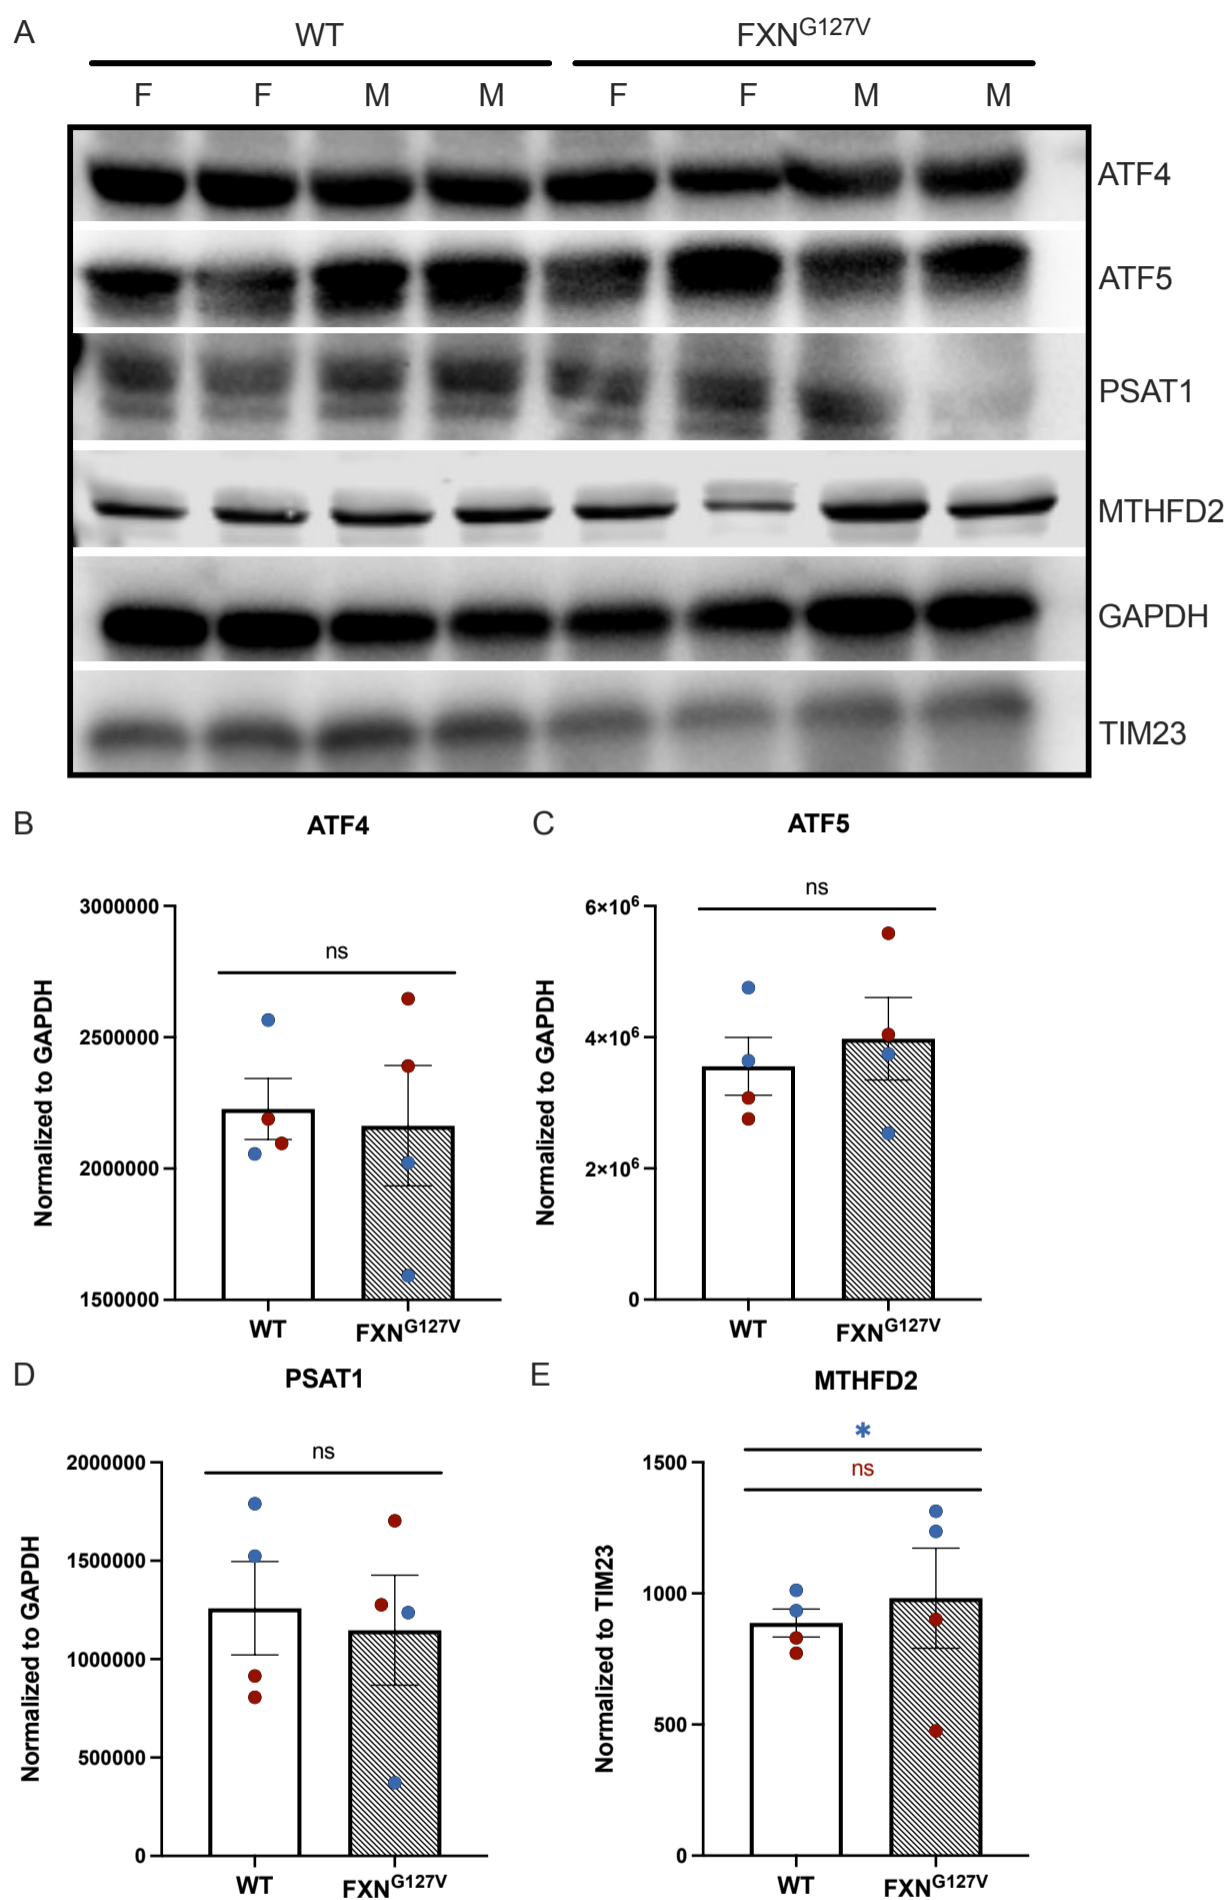

**Fig. S8. Levels of ISR<sup>mt</sup> marker proteins in FXN<sup>G127V</sup> hearts.** (A) Western blot analyses of female (F) and male (M) FXN<sup>G127V</sup> heart lysates for ATF4, ATF5, PSAT1, and MTHFD2 and normalization protein GAPDH (or TIM23 for MTHFD2). (B-E) Quantification of Western blots for ATF4 (B), ATF5 (C), PSAT1 (D), and MTHFD2 (E). Maroon circles denote female samples and blue circles denote male samples. Statistical analysis was performed with unpaired two-tailed Student's *t*-test, data represented as mean  $\pm$  SEM, *n*=4/genotype (*n*=2/sex) 18-months old mice. \**P*<0.05.

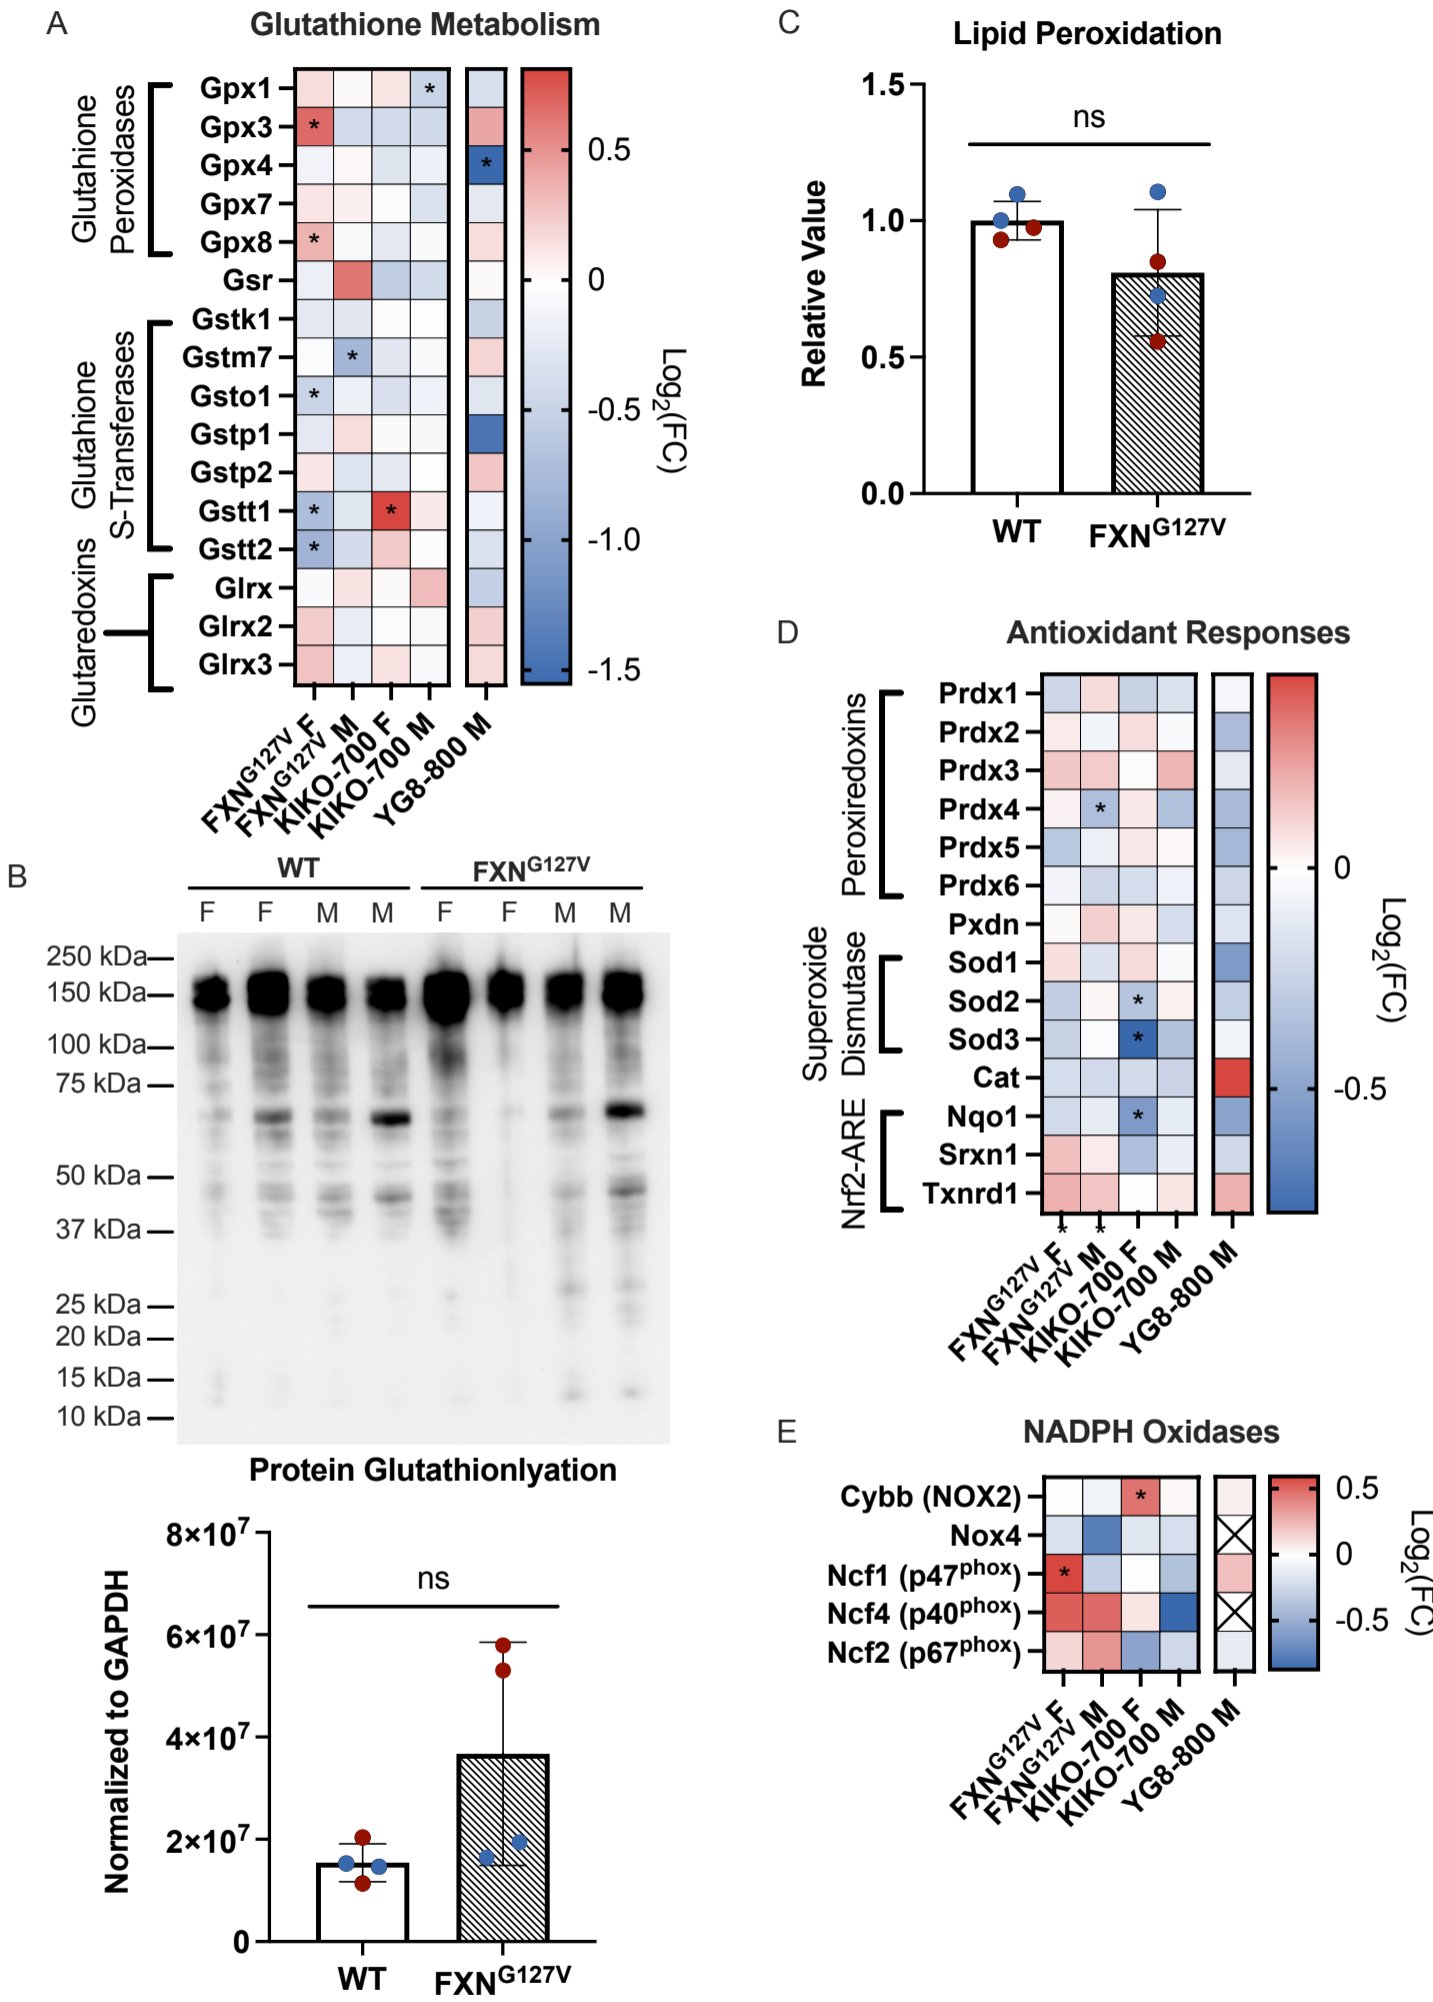

**Fig. S9. Absence of oxidative stress markers in all three FXN-deficiency models.** (A) Heatmap showing the expression of genes related to glutathione metabolism. (B) Western blot of protein glutathionylation in WT FXN<sup>G127V</sup> heart lysates (5 µg), quantified below. Red circles denote female samples and blue circles denote male samples. (C) Relative absorbance values at 532nm in WT and FXN<sup>G127V</sup> heart lysates. (D, E) Heatmap showing the expression of genes related to antioxidant responses (D) and NADPH oxidases (E). For heatmaps, *n*=3/sex/genotype 18-months old FXN<sup>G127V</sup> and KIKO-800 and *n*=4 18-months old YG8-800 mice. For protein glutathionylation and lipid peroxidation, *n*=4/genotype (*n*=2/sex) 18-months old mice. Transcriptomics statistical analyses were performed with moderated *t*-test. The remaining statistical analyses were performed with unpaired two-tailed Student's *t*-test, data represented as mean ± SEM. \**P*<0.05.

**Table S1. Unbiased metabolic KEGG pathway analyses of significantly altered metabolites in YG8-800, KIKO-700, and FXNG127V hearts.**

[Click here to download Table S1](#)

**Table S2. Unbiased metabolic joint-pathway analyses of DEGs and significantly altered metabolites in YG8-800, KIKO-700, and FXNG127V hearts.**

[Click here to download Table S2](#)

**Table S3. Comparisons of enriched joint-pathway results between YG8-800, KIKO-700, and FXNG127V hearts.**

[Click here to download Table S3](#)

Table S4. Quantitative PCR primer sequences

| Gene          | Forward primer         | Reverse primer          |
|---------------|------------------------|-------------------------|
| <i>Fgf21</i>  | ACCTCTACACAGATGACGACCA | AGAAACCTAGAGGCTTTGACACC |
| <i>Gdf15</i>  | GCTGCTACTCCGCGTCAACC   | CTACCCGTAAGCGCAGTTCC    |
| <i>Psat1</i>  | ACTACAAAGTGCAGGCTGGG   | TTGATCCATTCCAGGACCAT    |
| <i>Mthfd2</i> | AATTTGGGCTTTGCAGTGAC   | ACACTCCCAAAGAGCAGCTG    |
| <i>Asns</i>   | ATTACGACAGTTCGGGCATC   | TCTCAGTTCGAGACCGTGTC    |
| <i>Atf4</i>   | GGCCAAGCACTTGAAACCTC   | TCCTCCTTGCCGGTGTCTGA    |
| <i>Atf5</i>   | TCCTCCACCTTCGCCTT      | GAGTTTCCCATAGTCTACGAGCC |
| <i>Gapdh</i>  | TTGTGATGGGTGTGAACCAC   | TTCAGCTCTGGGATGACCTT    |

How the deposited data were processed for this re-analysis (not part of the article)

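Hearts of 4 mice labelled WT, 4 mice labelled with the name of the line in the paper's Fig. 1 (called YG8 here, which is not the paper's YG8sR), and 3 female and 3 male KIKO-700 mice were read as Lexogen QuantSeq libraries, 14 in all. The authors deposited counts of reads per Ensembl gene as whole numbers, without normalization, after alignment and counting. The paper's methods name ShortRead, Rsubread, featureCounts and limma, and the submitters' processing notes name STAR 2.5.0a and HTSeq 0.6.1 on GRCm38.p6. These descriptions were not reconciled here. Of the gene identifiers, 54409 (99.8%) were matched to symbols of GENCODE M21 and 123 were not. The WT hearts of the KIKO-700 cohort and the hearts of the paper's other knock-in model were not analysed here.

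Conditions were taken from the labels alone. Libraries labelled YG8 were compared with those labelled WT, and KIKO-700 males with KIKO-700 females, which is not a comparison of the paper. No label was changed. Results that need items withheld for evaluation are not reported here. In R 4.3.3, genes were filtered with filterByExpr, scaled by TMM and tested with the robust quasi-likelihood test of edgeR 4.0.16, with Benjamini and Hochberg's adjustment and a threshold of 0.05. Log2 CPM used a prior count of 2. Counts at an unadjusted p under 0.05 are given because the paper counts its genes in that way. Single genes were also tested by exact permutation of the labels where that is said.

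Gene lists, 47 in number, were written before the data were examined and tested with camera of limma 3.58.1 at a correlation of 0.01, on lists with at least 5 tested genes. They cover ribosomal proteins, translation, mitochondrial import, respiratory complexes, the pathways the paper analyses, iron, redox and immune genes, the circadian clock, and markers of cell types and sex. The lists for hypertrophic cardiomyopathy, β-oxidation and glycolysis were written from memory of the pathways and are not the paper's own. Genes named in the text are those the paper names, up to 10 higher and 10 lower of each comparison whose groups do not overlap and whose mean is at least 1 CPM, up to 4 of each list with the smallest p, and 3 pseudogenes. The paper's figures were looked at before this rule was written. *Itgav*, *Mrto4* and *Fgb* fall outside it and were named after their values were seen.

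The alternatives were RLE factors, upper-quartile factors, library size alone, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, limma-trend, the replicate number as a block, each library left out in turn, pseudogenes and Gm genes left out, pseudogenes added to their parents, and ribosomal protein and mitochondrial DNA genes left out. In KIKO-700, sex-linked genes were also left out of the count. For lists, an estimated correlation and fry were also used. The *Xist* level as a covariate, the removal of WT 2 and WT 3, and the alternatives for single KIKO-700 genes were chosen after seeing the data. Replicate numbers did not pair libraries, with correlations of −0.23, 0.25, −0.03 and 0.13 between libraries of the same number in the YG8 experiment.

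The test was tried on simulated data with the depth and spread of these libraries. In the YG8 experiment it recovered 6 of 100 genes changed by a log2 of 1 at the adjusted threshold and 68 at the unadjusted one, and 79 and 99 of 100 changed by a log2 of 2, with 2 false genes at the adjusted threshold. In the KIKO-700 experiment the adjusted numbers were 64 and 96 of 100, with 12 false genes. The biological coefficient of variation was 0.351 in the YG8 experiment and 0.170 in the KIKO-700 experiment. Total counts per library ranged from 5226233 to 11650840. Neither the paper nor the labels mention molecular identifiers, and copies of 1 molecule were not removed here.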

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

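Of the tests in this part, those on *Xist* were chosen only after the result was seen. *Hk2*, a hexokinase, stood apart in the library labelled YG8 2, at 59.6 CPM against 82.5 to 86.99 CPM in the other 3 of that label. Markers of Schwann cells and neurons stood apart in the library labelled WT 4, at a mean log2 CPM of 1.504 against 0.987 to 1.03 in the other 3. Both passed Dixon's test for a value apart from the rest of its group, with a critical ratio of 0.829. Of 82 groups tested these were the 2 that passed, and by chance about 1 in 20 groups would. No biological explanation was tested for either.

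*Xist*, which the paper does not report, was counted far above the KIKO-700 males (0.752 to 1.39 CPM) in 5 libraries of the YG8 experiment, whose animals the paper gives as male. It stood at 46.2 CPM in WT 1, 41.3 CPM in WT 2, 37.6 CPM in WT 4, 51.5 CPM in YG8 1 and 48.6 CPM in YG8 3. RNA of a female mixed into libraries of males would leave *Xist* above the KIKO-700 males and also a sizeable part of their Y-linked CPM, which was 32.9 or more, and 0 libraries held both. Female animals among the libraries would leave *Xist* above every KIKO-700 male with Y-linked CPM below every one. In 5 libraries this was seen, so these 5 may come from females. Their Y-linked sums of 0 to 0.479 CPM, against 32.9 or more in the KIKO-700 males, argue against males as their source. The labels give no sex, and the sex of the animals was not checked by a measure other than these RNAs.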

How the results depend on the processing

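The *Xist* covariate, the removal of WT 2 and WT 3, and the settings for single KIKO-700 genes were chosen only after the result was seen, and the other settings before the data were examined. In the YG8 experiment the share of lower genes was 79.8% with library size alone and 30.9% with the replicate number as a block. By edgeR 0 genes passed the adjusted threshold and 718 the unadjusted one, against 107 and 1727 without a filter, and DESeq2 gave 7 and 776. HCM genes at the unadjusted threshold were 11 without a filter, 3 with at least 10 counts in every library, 8 with limma-voom and 3 with the *Xist* covariate. Of the lists, camera called 15, but 0 with an estimated correlation and fry 0. Leave-one-out, the ranges were 0 to 146 genes at the adjusted threshold, 484 to 1695 at the unadjusted one, 2 to 14 HCM genes and 8 to 19 lists. The extremes were without WT 4 for the 146, 1695 and 14, without YG8 4 for the 484, without YG8 1 for the 2 (3 without WT 1), without WT 2 for the 8 and without WT 3 for the 19 lists. Genes that a setting removes have no value under it. The cause was not tested.

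In KIKO-700 males against females, genes at the adjusted threshold were 105 without a filter, 2 with at least 10 counts in every library, 18 with DESeq2 and 4 with sex-linked genes left out, against 8 by edgeR. The lists called were 0 with an estimated correlation and 2 with fry, against 7. Leave-one-out, the ranges were 4 to 864 genes, the 864 without male 1, and 3 to 7 lists. The cause was not tested.

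The sign of some genes that had passed no threshold turned. With upper-quartile factors it turned in *Tfrc* −0.025 and *Acaa1a* −0.00049. With library size alone it turned in *Alas1* −0.048, *Tfrc* −0.18, *Fth1* −0.11, *Acaa1a* −0.18, *Hk2* −0.0099, *Mthfd2* −0.060 and *Cp* −0.15. Without a filter it turned in *Tfrc* −0.0072. With limma-voom it turned in *Nfs1* 0.026. With limma-trend it turned in *Nfs1* 0.0059. With the *Xist* covariate it turned in *Acaa1a* −0.012 and *Psat1* 0.048. Without WT 2 and WT 3 it turned in *Tfrc* −0.39, *Fth1* −0.11, *Hadh* 0.51, *Acaa1a* −0.11, *Hk2* −0.050, *Eno3* −0.042, *Mthfd2* −0.25 and *Nfs1* 0.40. Leave-one-out, the log2 fold changes that changed sign ranged as follows: *Acaa1a* −0.084 to 0.18, *Alas1* −0.058 to 0.27, *Cp* −0.037 to 0.17, *Fech* −0.11 to 0.083, *Fth1* −0.024 to 0.19, *Hadh* −0.49 to 0.094, *Mthfd2* −0.074 to 0.50, *Nfs1* −0.25 to 0.086, *Nubpl* −0.40 to 0.045, *Tfrc* −0.17 to 0.35. The cause was not tested. Of the other values for single genes in the YG8 experiment, 1476 kept their side of the threshold, 223 lost it and 18 gained it. Of the list calls, 252 were kept and 46 lost. In KIKO-700, 154 values for single genes kept their side, 23 lost it and 11 gained it, and 83 list calls were kept and 15 lost.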

Differences from the paper's values

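The tally of figure marks and the comparison of stated directions were chosen only after the result was seen. The paper's number of genes lower in YG8 hearts at P<0.05 is 669, and 357 were lower here in the libraries labelled YG8. Of the alternatives set before the data were examined, library size alone (675), no filter (781) and leaving out WT 4 (603) do not pass the fold limit set for a difference from it, and all others pass it. In these 3 the genes higher, 383 in the paper, were 171, 946 and 1092, which pass that limit. The paper's share of HCM genes at P<0.05 is 14%, and 8.62% passed here, over a list that is not the paper's own. No filter (12.4%), limma-voom (13.8%), limma-trend (10.3%), the replicate number as a block (12.1%) and leaving out WT 3 (10.0%) do not pass that limit, and all others do. The paper's totals of 1052 genes, 383 of them higher, stand beside 718 and 361 here, and limma-voom gave 1067, of which 711 were higher and 356 lower. With the 2 group names exchanged, limma-voom would give 711 lower and 356 higher, beside the paper's 669 and 383. By edgeR it would then be 361 lower and 357 higher. These counts alone do not settle which reading holds.

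The paper states that *Hmox1* was higher in YG8 hearts, and it was 1.41 CPM in the libraries labelled YG8 and 2.66 CPM in those labelled WT, with an adjusted p of 0.839 from edgeR. It states that most of the genes past its threshold were lower, and 49.7% were lower here. By gene class the share was 65.5% in protein-coding genes and 1.22% in processed pseudogenes. By setting it lay on either side of even, from 30.9% with the replicate number as a block to 79.8% with library size alone. The paper names translation, ribosome biogenesis and mitochondrial import among the pathways enriched in its lower genes. The medians over the lists here, which are another measure, were 0.13, 0.14 and 0.25. The share over all genes is near even, and *Hmox1* and translation factors (camera, adjusted p = 0.332) passed no threshold by edgeR and camera. By sign alone, 5 of these 5 statements lay the other way round as labelled with TMM or RLE factors, 4 with upper-quartile factors and 2 with library size alone. Library size alone shifts all genes downward together, and the share of lower genes and the medians of translation and ribosome biogenesis turn with that shift.

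Of 70 genes whose direction the paper's figures mark for YG8 hearts, read by eye, 66 were tested here. Under the labels as they are, the sign was opposite to the mark in 66 and that of the paper in 0. The same 66 of 66 were opposite under each other scaling and tool, with the block, without a filter and without each library in turn. Settings that remove genes gave 38 of 38 (at least 10 counts in every library), 53 of 53 (pseudogenes and Gm genes left out), 61 of 61 (pseudogenes added to parents) and 65 of 65 (ribosomal protein and mitochondrial DNA genes left out). By figure these were 37 of 37 in Fig. 1B, 8 of 8 in Fig. S5, 15 of 15 in Fig. S6, 3 of 3 in Fig. S7, and 1 of 1 each in Fig. 5C, Fig. 6A and Fig. S9. Of the 37 in Fig. 1B, 24 passed an unadjusted p under 0.05.

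The paper gives the animals as male, and 5 of the 8 libraries held *Xist* at 37.6 to 51.5 CPM. The paper gives their age as 18 months and the labels as 180 days.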

Other observations

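In the YG8 experiment the tests of exchanged group names, of *Xist*, and of the lengths and parents of pseudogenes were chosen only after the result was seen, as were the KIKO-700 gene alternatives and the lists without WT 2 and WT 3. Of 19 genes of antigen presentation, 15 had a log2 fold change below 0 between the libraries labelled YG8 and WT, and 4 one above 0. *Cd74*, the invariant chain of MHC class II, had a log2 fold change of −0.95 (standard error 0.31) and *H2-Ab1*, a class II chain, −0.76 (standard error 0.25). Of 19 genes 4 were lower at an unadjusted p under 0.05 and 0 higher, 0 when adjusted over the list alone (camera, adjusted p = 0.00597, and adjusted p = 0.559 with an estimated correlation). Of 13 macrophage markers 2, *Csf1r* at −0.72 and *Cd163* at −1.05, were lower, 0 over the list alone, with a median of −0.21 (camera, adjusted p = 0.0207, and adjusted p = 0.559 with an estimated correlation). By adjusted p the macrophage call ended without WT 3 (0.0666), without WT 4 (0.106), without YG8 2 (0.0715), without YG8 3 (0.0953) and without WT 2 and WT 3 together (0.0679), and the call on antigen presentation ended without WT 2 and WT 3 together (0.0794). Of 4 B and plasma cell markers, *Igkc*, *Ighm* and *Igha* (−1.38) were lower, 3 also over the list alone. Adipocyte markers *Adipoq*, *Cidec*, *Car3* (−2.37) and *Cfd* (−2.42) were lower, 0 over the list alone (camera, adjusted p = 0.0599).

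Interferon genes *Igtp* (−1.20) and *Irf9* (−0.73) were lower and *Xaf1* (1.25) higher among 31. Proteasome subunits *Psma1*, *Psma7* and *Psmb5* were higher (0.59, 0.58 and 0.66) among 31, whose median of 0.18 turned to −0.0017 with library size alone. The lysosomal *Npc2* (−0.55) passed an unadjusted p under 0.05. For interferon genes camera gave an adjusted p of 0.103, for the proteasome 0.152, for the clock 0.184, for autophagy 0.871 and for immediate early genes 0.766. It was 0.755 for ventricular, 0.766 for endothelial, 0.371 for smooth muscle, 0.0807 for erythroid and 0.184 for mesothelial markers and 0.304 for sex-linked genes. Of markers of T and NK cells 0 could be tested, and 4 of Schwann cells and neurons had a median of −0.19.

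These genes did not pass an unadjusted p under 0.05 under every setting, and the log2 fold changes that remained are given. *Cd163* missed the unadjusted threshold without YG8 1 (−0.84). *Igkc* missed the unadjusted threshold with the replicate number as a block or the *Xist* covariate and without YG8 1, YG8 2 or YG8 4 (−3.93 to −2.36). *Ighm* missed the unadjusted threshold with limma-voom, limma-trend, the replicate number as a block or the *Xist* covariate and without a filter, WT 2, YG8 1, YG8 2, YG8 3, YG8 4 or WT 2 and WT 3 together (−3.33 to −0.62). *Igha* missed the unadjusted threshold without WT 2 and WT 3 together (−1.12). *Adipoq* missed the unadjusted threshold with limma-voom, limma-trend or the *Xist* covariate (−2.40 to −1.84). *Cidec* missed the unadjusted threshold with limma-trend or the *Xist* covariate (−1.80 to −1.46). *Car3* missed the unadjusted threshold with the replicate number as a block or the *Xist* covariate and without a filter, WT 1, WT 2, YG8 1, YG8 2 or YG8 3 (−2.44 to −1.61). *Cfd* missed the unadjusted threshold with limma-voom, limma-trend, the replicate number as a block or the *Xist* covariate and without a filter, WT 1, WT 2, YG8 1, YG8 2 or YG8 3 (−2.49 to −1.46). *Xaf1* missed the unadjusted threshold with library size alone or the *Xist* covariate and without WT 2, WT 4, YG8 2, YG8 4 or WT 2 and WT 3 together (0.99 to 1.19). *Psma1* missed the unadjusted threshold with library size alone or the *Xist* covariate and without WT 1, WT 3, YG8 1 or YG8 2 (0.44 to 0.56). *Psma7* missed the unadjusted threshold with library size alone and without WT 2, YG8 4 or WT 2 and WT 3 together (0.37 to 0.51). *Psmb5* missed the unadjusted threshold with upper-quartile factors, library size alone or the *Xist* covariate and without WT 1, WT 2, WT 3, YG8 1, YG8 4 or WT 2 and WT 3 together (0.34 to 0.65). *Npc2* missed the unadjusted threshold with the replicate number as a block and without a filter, WT 3, WT 4, YG8 1, YG8 2, YG8 3, YG8 4 or WT 2 and WT 3 together (−0.60 to −0.39). WT 2 held more than the other 3 libraries labelled WT of *Igkc* (386 CPM against 9.96 to 32.0, and 3.70 to 13.5 in those labelled YG8), *Adipoq* (32.4 CPM against 0.424 to 7.96, and 0.846 to 2.17 in those labelled YG8) and *Cidec* (8.63 CPM against 0.212 to 3.93, and 0.423 to 1.55 in those labelled YG8). The same held for *Ighm* (134 CPM against 4.66 to 9.11, and 2.49 to 5.22 in those labelled YG8). The fold changes of these genes over all 8 libraries rest in good part on WT 2 and are not given. Without WT 2 *Igkc*, *Adipoq* and *Cidec* were still lower at the unadjusted threshold, whereas *Ighm* missed it (−0.62).

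In KIKO-700 hearts 8 of 11801 genes passed the adjusted threshold of edgeR between males and females, 843 the unadjusted one, and DESeq2 gave 18. *Xist* had a log2 fold change of −5.18 (adjusted p = 9.76e-08) and the Y-linked *Eif2s3y*, *Ddx3y* and *Uty* of 6.03 (adjusted p = 2.17e-04), 5.69 (adjusted p = 0.00274) and 4.32 (adjusted p = 0.0322). The adipose genes *Cfd* and *Car3* were lower in males, at −1.88 (adjusted p = 0.00621) and −1.38 (adjusted p = 0.00977), as were the liver genes *Alb* at −3.79 (adjusted p = 0.00621) and *Fgb* at −4.20 (adjusted p = 0.0322), the latter named after its values were seen. By adjusted p, other settings also ended the calls of genes. *Cfd* missed the adjusted threshold without female 1 (0.111) and without female 3 (0.0756). *Car3* missed the adjusted threshold without female 1 (0.0661), without female 2 (0.162), without female 3 (0.120) and without male 2 (0.0832). *Alb* missed the adjusted threshold with limma-voom (0.148) and without male 2 (0.0832). *Uty* missed the adjusted threshold with limma-trend (0.0761), with the replicate number as a block (0.0806), without female 1 (0.457), without female 2 (0.0541), without female 3 (0.305), without male 2 (0.134) and without male 3 (0.143). *Fgb* missed the adjusted threshold with DESeq2 (0.0845), with limma-trend (0.174), with the replicate number as a block (0.134), without female 1 (0.364), without female 2 (0.224), without female 3 (0.309), without male 2 (0.186) and without male 3 (0.143). In *Xist*, *Cfd*, *Car3*, *Alb* and the Y-linked genes every male lay on 1 side of every female, which chance gives in 10% of genes. *Nppb* and *Acta1*, of cardiac stress, were at 1.85 (adjusted p = 0.336) and 1.07 (adjusted p = 0.405), and *Alas1* at 0.98 (adjusted p = 0.658). Adipocyte markers were lower in males by camera (adjusted p = 1.19e-08, and adjusted p = 0.117 with an estimated correlation), 6 of 9 also over the list alone. Camera also called ribosomal proteins, interferon genes, antigen presentation and complex I lower and mitochondrial DNA and cardiac stress genes higher, at an adjusted p of 0.0233 or less, and at an adjusted p of 0.753 or more with an estimated correlation. By adjusted p, these calls ended under other settings. Complex I missed the threshold without a filter (0.0589), without female 1 (0.130), without male 2 (0.0924) and without male 3 (0.213). Ribosomal proteins missed the threshold without female 2 (0.223) and without male 1 (0.126). Cardiac stress missed the threshold without female 2 (0.0644), without male 1 (0.112) and without male 3 (0.0602). Antigen presentation missed the threshold without female 2 (0.486) and without male 1 (0.617). Interferon genes missed the threshold without male 1 (0.126). Mitochondrial DNA missed the threshold without female 3 (0.0865), without male 2 (0.0924) and without male 3 (0.361). Genes at the adjusted threshold were 4 without female 1, female 3 or male 2, 5 without female 2 and 864 without male 1. Lists were 4 without female 2 or male 3 and 3 without male 1. Without male 1, *Nppb*, *Acta1*, *Col8a1*, *Col4a1* and *Alas1* passed the adjusted threshold, as did *Nppb*, *Acta1*, *Col8a1* and *Alas1* without a filter and *Acta1* and *Col8a1* with DESeq2. Of 10 splits of the 6 libraries 1 gave as many genes at the adjusted threshold (8, highest other 0) and 1 as many lists (7, highest other 4). So few splits give no share under 0.05. At the unadjusted threshold other splits gave more than the 843 by sex, at 977, 1208 and 1726 genes. The 843 are therefore not set apart from other structure of the samples.

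In the YG8 experiment, chance cannot be excluded for 3 counts. Of 35 splits of the 8 libraries, 8 gave as many genes at the unadjusted threshold (718, highest other 1680), 9 as many HCM genes (5, highest other 12) and 6 as many lists (15, highest other 19). At the adjusted threshold the labels gave 0 genes, so all 35 splits give as many whatever the cause (highest other 9), and this decides nothing. The split with 1680 genes puts WT 2 and WT 3 together, which also lie apart from the rest on the first principal component (40.0% of the variance), at −53.8 and −75.0. These counts point to a structure of the samples beside their labels.

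By sign alone, directions taken from the paper's text lie the other way round between the libraries as labelled. This held for all 5 tested with TMM factors and 2 with library size alone, and not all of them pass a threshold. Those of translation, ribosome biogenesis and import are list medians set beside pathways enriched in the paper's lower genes. The bound set for an exchange of the 2 group names between labels and paper was 4 of 5 opposite under each scaling. It was met with TMM, RLE and upper-quartile factors. Library size alone gave 2 of 5, but that scaling shifts all genes together, so its count decides nothing. The marks in the paper's figures, tallied after the result was seen, were opposite in 66 of 66 tested genes under each scaling, library size alone included. These 66 signs argue against the labels and the paper naming the 2 groups alike, for the genes marked. Where the names would have been exchanged is not settled here. No biological explanation was tested.

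Processed pseudogenes were higher together in the libraries labelled YG8, with a median log2 fold change of 0.67. In the 191 with a tested parent the median was 0.62, and their parents had 0.18, a ratio of 0.293 (bootstrap 0.159 to 0.382), which argues against shared reads as the whole cause. In the 398 whose transcript lengths could be matched it was 0.60, and protein-coding genes weighted to those lengths had 0.21, a ratio of 0.344 (bootstrap 0.273 to 0.444), which argues against length as the whole cause. Without WT 2 and WT 3 the median was 0.36, and without WT 4 0.90, so 2 libraries that stand apart could be part of it. In KIKO-700 males against females processed pseudogenes also moved together (10 higher, 141 lower, median −0.29), and a biological difference between the groups, their sex included, stays open and was not tested.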
